# Differential immune gene expression associated with contemporary range expansion in two invasive rodents in Senegal

**DOI:** 10.1038/s41598-020-75060-2

**Published:** 2020-10-26

**Authors:** Nathalie Charbonnel, Maxime Galan, Caroline Tatard, Anne Loiseau, Christophe Diagne, Ambroise Dalecky, Hugues Parrinello, Stephanie Rialle, Dany Severac, Carine Brouat

**Keywords:** Evolutionary ecology, Invasive species, Molecular ecology

## Abstract

Biological invasions are major anthropogenic changes associated with threats to biodiversity and health. However, what determines the successful establishment and spread of introduced populations remains unclear. Here, we explore several hypotheses linking invasion success and immune phenotype traits, including those based on the evolution of increased competitive ability concept. We compared gene expression profiles between anciently and recently established populations of two major invading species, the house mouse *Mus musculus domesticus* and the black rat *Rattus rattus*, in Senegal (West Africa). Transcriptome analyses identified differential expression between anciently and recently established populations for 364 mouse genes and 83 rat genes. All immune-related genes displaying differential expression along the mouse invasion route were overexpressed at three of the four recently invaded sites studied. Complement activation pathway genes were overrepresented among these genes. By contrast, no particular immunological process was found to be overrepresented among the differentially expressed genes of black rat. Changes in transcriptome profiles were thus observed along invasion routes, but with different specific patterns between the two invasive species. These changes may be driven by increases in infection risks at sites recently invaded by the house mouse, and by stochastic events associated with colonization history for the black rat. These results constitute a first step toward the identification of immune eco-evolutionary processes potentially involved in the invasion success of these two rodent species.

## Introduction

Biological invasions are considered to be one of the five most important anthropogenic changes, with major impacts on biodiversity^1,2^ and human health^3,4^. Considerable progress has been made in determining population histories and the invasive routes of exotic species, but the mechanisms driving the successful establishment and spread of introduced populations remain unclear. In particular, the assertion that invasion success depends on the contemporary evolution of phenotypic traits of advantage at invasion fronts has seldom been tested, particularly in vertebrates (but see^5,6^).

From an eco-evolutionary perspective, invasion success may depend on pre-adaptation within the original range^7,8^ or on rapid changes in phenotypic traits (through selection on new/standing genetic variation or adaptive plasticity) advantageous in newly colonized areas^7,9^. In this context, many hypotheses have been formulated concerning traits related to the ability to cope with new environments^10^. In particular, large changes in parasite pressure can occur in introduced species, because of enemy release or the spillover of native parasites, along invasion gradients between the native and invaded areas^11–15^ or within invaded regions, from introduction areas to invasion fronts^16,17^. Invasion success may therefore depend on immune strategies. Two general hypotheses have been developed, in accordance with the life history theory. The “evolution of increased competitive ability” (EICA)^18^ is based on trade-offs between immune traits and other life history traits. According to this theory, the loss of parasites that often occurs during the course of invasion should lead to a release of energy resources previously dedicated to anti-parasite defenses. The reallocation of this energy to other life history traits, increasing competitive abilities and favoring range expansion (e.g. dispersal, reproduction), would therefore be expected to be favored. According to the “EICA-refined” hypothesis^19^, invaders may encounter new infection risks during the course of invasion, due to a spillover of native parasites, for example. In such situations, the allocation of energy to anti-parasite defenses would be expected to increase to a lesser extent, instead being modulated in favor of defense strategies with lower costs. Indeed, different immune pathways seem to have different developmental, maintenance and use costs^20^. In vertebrates, costly immune pathways, such as inflammation, may be attenuated, whereas less costly pathways, such as antibody-mediated responses, may be favored^5,19,21,22^. As an alternative to both the EICA and EICA-refined hypotheses, it is also possible that invaders display stronger immune responses as a result of exposure to new parasites and their pathologic effects at invasion fronts.

A recent analysis reviewing empirical studies showed that, in most cases, immune responses display variations during invasions, although no general pattern supporting the EICA hypotheses was detected^21^. The authors highlighted a problem due to the lack of studies reporting a large array of immune responses for the correct assessment of immunocompetence and estimation of immune trade-offs. Unfortunately, immune phenotyping is often based on a small number of immune effectors, due to the availability of only small amounts of material (blood, tissue), or the difficulty obtaining immune kits for non-model species.

The recent advent of ‘omics’ technologies has made it possible to explore a large set of genes and pathways involved in the response to new conditions experienced at invasion fronts. Genome scans analyzing genome-wide variation with a view to detect loci evolving under positive directional selection have been successfully performed in some case studies of invasion (e.g.,^23–25^). These scans have identified signatures of contemporary adaptation associated with invasion, some of which are related to immunity^26^. Nevertheless, this genomic approach, based on the detection of single-nucleotide polymorphism outliers, cannot detect rapid adaptation occurring over a few generations, through phenotypic plasticity, for example. Transcriptomics, the analysis of gene expression at a genome-wide scale, is a complementary approach that could potentially fill in these gaps, making it possible to decipher the molecular mechanisms underlying phenotypic changes^27,28^. Indeed, gene expression is an essential mechanism for rapid acclimatization or adaptation to new environments^29–33^. Transcriptomics has thus been used to identify genes and gene regulatory pathways contributing to phenotypic variation at invasion fronts. Evidence for transcriptomic divergence along invasion gradients has already been reported^25,34^, in some cases highlighting the important role of immune regulation in invasion success^35^. However, only one study to date has analyzed immune gene expression in the context of established variations of parasite pressures along invasion routes^36^. Such studies are essential, to test the EICA hypotheses and to increase our understanding of the interactions between immune system regulation and invasion success^21^.

We investigated transcriptional profiles along the invasion routes of the house mouse *Mus musculus domesticus* and the black rat *Rattus rattus,* which are currently invading Senegal (West Africa). Both these rodent species originate from Asia and made use of human migration to expand their distribution range worldwide^37,38^. In Senegal, historical records (see references in^39^ and molecular analyses^40,41^) show that these rodents were first brought to Senegal, by sea, by European explorers and settlers. They were reported to be common in coastal villages and towns from the middle of the nineteenth century, and their distribution areas remained restricted to the coastal area until the beginning of the twentieth century. Both taxa then spread further inland, due to increases in human activities and the further development of transport infrastructures. Our previous study, based on a small number of immune effectors, highlighted the occurrence of stronger inflammatory and/or antibody-mediated responses at recently invaded sites than at anciently invaded ones, for both invaders^42^. These immune variations may reflect responses to new parasite pressures encountered in recently invaded areas. Surveys of the bacterial communities present in the spleens of rodents from Senegal were found to be consistent with this prediction^43^, as changes in bacterial composition were observed along the routes of invasion of both the house mouse and the black rat. Exotic rodents were exposed to a greater diversity of *Mycoplasma* sp. and to higher levels of *Bartonella* sp. at recently invaded sites, due to the high prevalence of these bacteria in the native rodent *Mastomys erythroleucus*^43^. By contrast, decreases in the pressure due to certain parasites were also observed, as the number of helminths present in the gastrointestinal tract of rodents was smaller at recently invaded sites than at anciently invaded ones, suggesting enemy release for these macroparasites^44^. Decreases were observed in both the overall prevalence and species richness of gastrointestinal helminths, for both the house mouse and the black rat^44^.

We therefore developed a whole-RNA sequencing (i.e., RNAseq) approach to assess differential patterns of gene expression between populations from recently invaded and long-established invasion sites. We focused on the spleen in both species, as this immune-related organ of vertebrates is commonly used for immunological studies. We tested the null hypothesis of an absence of difference in immune gene expression patterns along invasion routes (i.e. recently invaded sites *vs*. long-established invasion sites). We tested two alternative hypotheses. According to the EICA-refined hypothesis, expression levels would be expected to be lower for genes encoding proteins involved in energetically costly immune pathways (e.g., inflammation) and higher for genes encoding proteins involved in cost-effective immune pathways (e.g., antibody-mediated responses), at recently invaded sites^19^. The changes in infection risk at recently invaded sites may mediate such trade-offs between energetically costly and cost-effective immune pathways^43,44^. We also tested the alternative hypothesis that rodents from recently invaded sites display higher overall levels of immune gene expression in response to the new parasite pressures encountered^5,45,46^.

More specifically, we investigated the following questions: (1) Does immune gene expression differ between anciently and recently invaded populations of mice and rats? (2) Are certain functional categories of immune genes overrepresented among the differentially expressed genes? (3) Do these results support the EICA hypothesis or the EICA-refined hypotheses? Or are these results consistent with an overall increase in immune gene expression reflecting the new parasite pressures experienced at the invasion front?

## Materials and methods

### Ethics statements

Sampling campaigns were performed on private property with explicit prior agreement from family, or the local authority or institution concerned. None of the rodent species investigated here has protected status (see list of the International Union for Conservation of Nature). All animal-related procedures were performed according to the official ethics guidelines of the American Society of Mammalogists^47^. All protocols presented here were performed with the explicit prior agreement (CBGP: D 34-169-1) of the relevant institutional committee (Regional Head of the Veterinary Service, Hérault, France). They were also performed in accordance with the requirements of Senegalese and French law.

### Sampling sites

We used the spleens of *M. m. domesticus* and *R. rattus* animals used in a previously described bacterial metabarcoding study^43^. Briefly, live trapping was performed for both these invasive species at four anciently sites and four recently invaded ones (Fig. 1).

**Figure 1:**
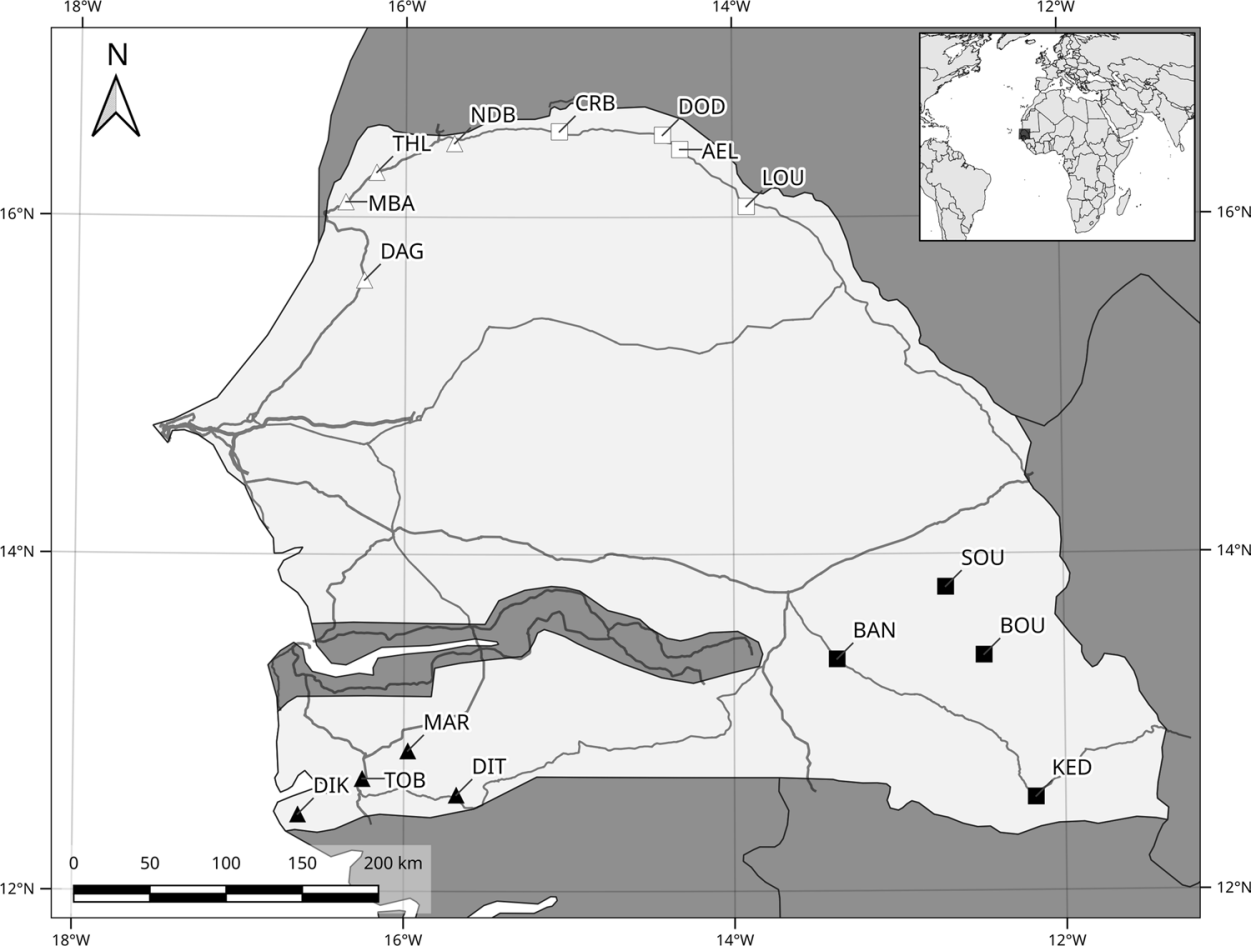
Sampling sites for the house mouse, *Mus musculus domesticus* (symbols in white) and the black rat, *Rattus rattus* (symbols in black) invasion routes. Triangles and squares correspond, respectively, to anciently and recently invaded sites. *DAG* Dagathie, *MBA* Mbakhana, *THL* Thilene, *NDB* Ndombo, *CRB* Croisement Boube, *DOD* Dodel, *AEL* Aere Lao, *LOU* Lougue, *DIK* Diakene Wolof, *DIT* Diattacounda, *MAR* Marsassoum, *TOB* Tobor, *BAN* Badi Nieriko, *BOU* Boutougoufara, *KED* Kedougou, *SOU* Soutouta.

No accurate estimate of the time of introduction was available for these rodents, but we used historical records to differentiate between anciently invaded sites and recently invaded sites. Exotic mice and rats were common in the villages and cities of coastal areas of Senegal in the middle of the nineteenth century, but the available records did not provide precise geographic locations (see refs in^39^). We therefore considered coastal areas to have been colonized between 300 and 100 years ago. Regular rodent community surveys have been performed across Senegal since the 1970s. These surveys indicate that, before the 1990s, the house mouse was absent from the villages and cities of the middle of the Senegal River valley, and the black rat was absent from western Senegal (data summarized in^39^). We therefore considered inland sites to have been colonized less than 30 years ago. Previous population genetic studies confirmed that most of the house mouse populations from the north of Senegal belonged to the same genetic group, which colonized northern Senegal from Saint Louis^41^. Black rat populations from south-eastern Senegal form a separate genetic group, which originated from the coastal area south of Dakar^40^.

### Sample collection and RNA extraction

Fieldwork was conducted during the dry season*,* which runs roughly from October to June in northern Senegal and from November to May in southern Senegal. Mice and rats breed year-round in Senegal, as generally reported in commensal conditions (see refs in^48^), but we chose to define a standardized sampling period, to avoid the possibility of confounding factors associated with seasonal variations. Rodents were killed by cervical dislocation at approximately the same period of the day for all individuals (11 a.m.–2 p.m.). Autopsies were performed and the spleens were collected and immediately placed in RNAlater, stored at 4 °C overnight and then at − 20 °C until further analyses. Only adult rodents (mass > 9 g and/or length > 72 mm for house mice, mass > 54 g and/or length > 145 mm for black rats, see^48^) were included in the analyses, as individual age (at least juveniles vs adults) is known to have a strong influence on immune responses^49^. None of the trapped rodents displayed any sign of disease.

We considered 20 adult rodents per site for all but five sites at which only 14–18 individuals were available (see Table 1). Total RNA was extracted from approximately 5 mg of spleen from each sample with the AllPrep 96 DNA/RNA Kit (Qiagen). The quality and quantity of the purified RNA was assessed by gel electrophoresis and on a NanoDrop spectrophotometer (Thermo Scientific) before pooling, and with a Bioanalyzer 2100 (Agilent) or Fragment Analyzer (Advanced Analytical) after pooling (see below). The RNA integrity (RIN) or quality (RQN) numbers of each pool are provided in Fig. S1. For each rodent species and each site, we constituted two pools of individuals. These two pools contained similar numbers of individuals (from 6 to 10) and had a balanced sex ratio (Table 1). For a given site, the two pools were considered to be ‘biological replicates’ of the site concerned. We therefore constituted 16 equivalent pools of individuals (Table 1). This design made it possible to attain the number of replicates recommended in gene expression analyses for which high levels of variability between replicates are expected (between 6 and 12 replicates per category, see^50^).

**Table 1:** Sampling sites and their invasion-related categorization as well as rodent sample sizes included in each biological replicate along the invasion routes of the house mouse and of the black rat.

Invasion category	House mouse		Black rat	
	Sites	N (M/F)	Sites	N (M/F)
Anciently invaded sites (> 100 years)	Dagathie		Diakene Wolof	
	Pool of RNA #1	10 (5/5)	Pool of RNA #1	6 (3/3)
	Pool of RNA #2	8 (4/4)	Pool of RNA #2	8 (4/4)
	Mbakhana		Diattacounda	
	Pool of RNA #1	10 (5/5)	Pool of RNA #1	10 (5/5)
	Pool of RNA #2	10 (5/5)	Pool of RNA #2	10 (5/5)
	Thilene		Marsassoum	
	Pool of RNA #1	8 (4/4)	Pool of RNA #1	10 (5/5)
	Pool of RNA #2	8 (4/4)	Pool of RNA #2	10 (5/5)
	Ndombo		Tobor	
	Pool of RNA #1	10 (5/5)	Pool of RNA #1	6 (3/3)
	Pool of RNA #2	10 (5/5)	Pool of RNA #2	8 (4/4)
Recently invaded sites (< 30 years)	Croisement Boube		BadiNieriko	
	Pool of RNA #1	10 (5/5)	Pool of RNA #1	8 (4/4)
	Pool of RNA #2	10 (5/5)	Pool of RNA #2	8 (4/4)
	Dodel		Boutougoufara	
	Pool of RNA #1	10 (5/5)	Pool of RNA #1	8 (4/4)
	Pool of RNA #2	8 (4/4)	Pool of RNA #2	8 (4/4)
	Aere Lao		Kedougou	
	Pool of RNA #1	10 (5/5)	Pool of RNA #1	8 (4/4)
	Pool of RNA #2	10 (5/5)	Pool of RNA #2	8 (4/4)
	Lougue		Soutouta	
	Pool of RNA #1	10 (5/5)	Pool of RNA #1	10 (5/5)
	Pool of RNA #2	8 (4/4)	Pool of RNA #2	10 (5/5)

*N* total number of rodents included, *M* number of males, *F* number of females.

### cDNA library preparation and RNA sequencing

cDNA library construction, sequencing and the alignment of filtered read sequences were performed at the MGX platform. RNA-Seq libraries were constructed with the Truseq stranded mRNA sample preparation (low-throughput protocol) kit from Illumina. We used 1 µg of total RNA for library construction. We first purified poly-A-containing mRNA molecules with a poly-T oligomer attached to magnetic beads (poly-A-based mRNA enrichment). The mRNA was then fragmented into small pieces with divalent cations at high temperature. The cleaved RNA fragments were used to generate first-strand cDNA with actinomycin D, random hexamer primers and SuperScript II reverse transcriptase for *M. m. domesticus* or SuperScript IV reverse transcriptase for *R. rattus*. The second strand of the cDNA was synthesized by replacing dTTP with dUTP. These cDNA fragments had an additional single ‘A’ base and were subsequently ligated to the adapter. The products were then purified and enriched over 15 cycles of PCR. The final cDNA libraries were validated and quantified with a KAPA qPCR kit.

For *M. m. domesticus*, four cDNA libraries per sequencing line were pooled, in equal proportions, denatured with NaOH and diluted to 7 pM before clustering. Cluster formation was performed on a Flowcell V3, primer hybridization and 50 cycles of single-end read sequencing were performed on a cBot and a HiSeq2000 (Illumina, San Diego, CA), respectively. For *R. rattus*, four cDNA libraries per sequencing line were pooled, in equal proportions, denatured with NaOH and diluted to 8 pM before clustering. Cluster formation was performed on a Flowcell V4, primer hybridization and 100 cycles of single-end read sequencing were performed on a cBot and a HiSeq2500 (Illumina, San Diego, CA) ,respectively. We performed 100 cycles of single-end sequencing for *R. rattus,* as the only published genome sequence available for rats is from another species, *Rattus norvegicus*.

### Transcriptome analysis

#### Sequence alignment and gene quantification

Image analyses and base calling were performed with Illumina HiSeq Control Software and the Real-Time Analysis component. Demultiplexing was performed and Fastq files were generated with Illumina conversion software (Casava 1.8.2 for the house mouse data, bcl2fastq 2.17 for the black rat data). The quality of the raw data was assessed with FastQC from the Babraham Institute and the Illumina software SAV (Sequencing Analysis Viewer).

A splice junction mapper, TopHat^51^ (v2.0.9 for the mouse data, v2.0.13 for the black rat data), using Bowtie^52^ (v2.1.0 for the mouse data, v2.2.3 for the black rat data), was used to align the reads to the *M. musculus* genome (UCSC mm10) or the *Rattus norvegicus* genome (UCSC rn4) with a set of model gene annotations (genes.gtf downloaded from UCSC on March 6, 2013 for the mouse genome, on July 17, 2015 for the brown rat genome). Final read alignments containing more than three mismatches (house mouse) or nine mismatches (black rat) were discarded. Again we used a different threshold for mouse and rat data, as the reference genome sequence for rat was that of *Rattus norvegicus*, and genomic studies have shown that these two species diverged about 2.9 million years ago^53^. Read alignment rates were above 83.3% for all *M. m. domesticus* libraries and above 74.0% for all *R. rattus* libraries. Samtools (v0.1.18 for the mouse data, v1.2 for the black rat data) was used to sort the alignment files. Genes were then counted with HTSeq count (v0.5.4p5 for the mouse data, v0.6.1p1 for the black rat data), in union mode^54^. The data were obtained in a strand-specific assay, so the read had to be mapped to the opposite strand.

#### Analysis of differential gene expression between populations

Differentially expressed (DE) genes were identified with the Bioconductor^55^ package edgeR v3.4.0, under R 3.0.2 for the mouse data, v3.8.6 under R 3.2.3 for the black rat data^56^, and limma^57^. Data were normalized with relative log expression (RLE)-normalization factors^58^. Genes with fewer than 10 occurrences (reads) were filtered out and removed before the statistical analysis. This made it possible to limit the number of statistical tests and, therefore, to reduce the impact of correction for multiple testing.

Two statistical factors were included in the experimental design: the main factor included was the timing of the invasion (two levels: recent and ancient invasion), and the second factor was the site at which the rodent was caught (eight sites in total: four recently invaded sites and four anciently invaded ones). For each site, we considered two biological replicates (i.e. the two pools of individuals with a balanced sex ratio and containing a similar number of individuals).

We used three analytical strategies to identify the differentially expressed genes. For all strategies, the *p* value threshold was set to 0.05 after Benjamini–Hochberg correction for multiple testing. We first retained only one randomly chosen biological replicate per site and compared the four recently invaded sites with the four anciently invaded ones (the ‘4vs4 approach’, see Suppl. Fig. S2). This strategy made it possible to remove the second factor (site) from the analysis. As there was no particular reason to retain either the first or the second replicate for a given site, we analyzed all 256 possible combinations of replicate selection. We then considered all sites and replicates for each invasion period (recent vs. ancient invasion) together (the ‘8vs8 approach’, see Suppl. Fig. S2). The factor “site” was included in a generalized linear model (GLM) to take into account the use of two biological replicates for each site.

Considerable variability was observed between the replicates of a given site (Suppl. Fig. S3a, b), rendering the ‘4vs4 approach’ highly conservative, but potentially resulting in false positives when the ‘8vs8 approach’ was applied. Combining the results of the ‘4vs4 approach’ and the ‘8vs8 approach’ therefore seemed to be the most prudent choice, providing a maximum robustness. The genes identified with the ‘8vs8 approach’ and found to be differentially expressed in more than 85% of the 256 combinations of the ‘4vs4 approach’ were considered to be DE. The threshold of 85% was fixed based on a bar plot of the number of ‘4vs4’ comparisons in which a gene (highlighted in the ‘8vs8 approach’) was found to be differentially expressed.

Finally, we analyzed gene expression with limma and the *duplicateCorrelation* function^57^. We fitted a generalized linear model to the data, including site as a random effect within invasion categories. This approach corresponds to a random effects model, except that genes are constrained to share the same within-category correlation^57^.

### Functional and enrichment analyses

*M. m. domesticus* and *R. rattus* genes were functionally annotated with gene ontology (GO) terms with Search Tool for the Retrieval of Interacting Genes/Proteins (String) v10.5^59,60^. We assessed gene enrichment by performing Fisher’s exact tests on the sets of DE genes from house mouse and black rat, house mouse *M. musculus* and brown rat *R. norvegicus* GO as the background and String software. We corrected p values for multiple testing by the Benjamini and Hochberg false discovery rate (FDR) method. GO terms with a FDR *p* value < 0.05 were considered to be significant. The redundancies of significantly enriched GO terms were reduced with REVIGO^61^, using a similarity cutoff of 0.7. We also performed enrichment analyses on biological processes and biological pathways supplied by KEGG (https://www.genome.jp/kegg/pathway.html), implemented in String.

Finally we performed a global protein network analysis based on DE genes, using a String database including interaction databases (including both direct (physical) and indirect (functional) associations), genetic interactions and shared pathway interactions. This analysis revealed the interactions between key components of different pathways. Two PPI networks were constructed by mapping all DE genes and immune-related DE genes, respectively, to the STRING database, with confidence scores > 0.7 (high level). PPI networks were visualized and analyzed in Cytoscape software, via the web interface of String. Enrichment in these protein–protein interactions was assessed by performing Fisher’s exact tests with correction for multiple testing (FDR).

## Results

### Qualitative description of expression patterns

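Spleen RNA of wild house mice (Mus musculus domesticus) and black rats (Rattus rattus) was pooled by site and sequenced in 32 libraries, 16 per species. Each species was sampled at 8 sites, 4 anciently and 4 recently invaded, with 2 pools of animals per site. A house mouse pool held RNA of 8 to 10 animals, 74 in all at anciently and 76 at recently invaded sites. A black rat pool held RNA of 6 to 10 animals at anciently and 8 to 10 at recently invaded sites, 68 animals in each category. The spleen filters blood and houses B cells, T cells, macrophages and, in rodents, erythroid precursors, and it lies next to the stomach and the tail of the pancreas. The authors prepared strand-specific mRNA libraries and sequenced single-end reads of 50 bases for the mouse and of 100 bases for the rat. They aligned the reads with TopHat2 to the house mouse genome (mm10) or to the genome of Rattus norvegicus (rn4). They discarded alignments with more than 3 mismatches in the mouse or 9 in the rat, and counted reads per gene on the reverse strand with HTSeq. The values used here are these read counts, which the authors deposited without scaling or filtering. In the house mouse, the pools had 25332344 to 37468990 counted reads at anciently invaded sites and 28220889 to 36634259 at recently invaded sites. In the black rat, the pools had 20635081 to 34370975 counted reads at anciently invaded sites and 25538406 to 36430306 at recently invaded sites. The counts were scaled here by relative log expression (RLE), as in the paper, and genes with fewer than 10 reads in total were left out. A positive log2 fold change means higher expression at recently invaded sites throughout. In the '8vs8 approach' all 16 pools of a species entered edgeR's quasi-likelihood test with site as a factor, so that its spread is that between the 2 pools of a site and its p-values do not cover the spread between sites of a category. In the '4vs4 approach' the same test was run on 1 pool per site, for 100 of the 256 possible choices of pools, and in limma the site was a random effect. In addition, 40 lists of genes (complement, coagulation, markers of spleen cell types and of neighbouring tissues) and the rule for the genes named here were written before the data were examined, although the tables and figures of the paper had been read.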

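House mouse pools of a site did not all hold the same mixture of transcripts. Alb, which encodes serum albumin and is expressed mainly by hepatocytes (chromosome 5 of GRCm38, 90460870 to 90476602), was the most abundant gene in 1 pool of each of 3 recently invaded sites. It took 1.69% of the counted reads in pool Cr10 of Croisement Boube, 2.55% in pool Do12 of Dodel and 1.20% in pool Lo15 of Lougue. In each of the other 13 pools it took at most 0.0556%. Genes of 8 lists of liver-secreted proteins and liver metabolism took 10.5% of the counted reads in Cr10, 15.1% in Do12 and 5.69% in Lo15, against 0.609% to 0.924% in the other house mouse pools and 0.270% to 0.603% in the black rat pools. These 3 pools are reported beside results they bear on, and results without them were computed as an alternative that was chosen after seeing the data.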

Thirty-two transcriptome libraries were sequenced (see Table 1 for details). These libraries produced a mean of 51.6 million paired reads. The numbers of reads retained after filtering ranged from 37.2 to 76.7 M, corresponding to 92.82% of all reads. For the house mouse (3 mismatches/paired read allowed), 85.68% of the reads passing the quality filter mapped to the *M. musculus domesticus* reference genome, and 1.58% of these reads mapped to multiple regions. For the black rat (*R. rattus,* for which we allowed 9 mismatches/paired read with the *R. norvegicus* reference genome), 81.66% of the reads passing the quality filter were mapped to the reference genome of the related *R. norvegicus*, and 0.98% of these reads mapped to multiple regions of the reference genome.

### Differential expression (DE) analyses

Along the mouse invasion route, 18 of the 17,853 filtered genes tested with edgeR and the ‘4vs4 approach’ were systematically found to be differentially expressed between recently and anciently invaded sites. 

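Pld5, a member of the phospholipase D family (chromosome 1, 175962301 to 176281512), was lower at recently invaded sites when all house mouse pools were compared, with a log2 fold change of -1.50 (standard error 0.27, adjusted p = 0.0046 from edgeR's quasi-likelihood test). It had 1.95 ± 3.02 CPM (counts scaled to the size of the library; SD, n = 8 pools) at anciently against 0.311 ± 0.241 CPM (n = 8) at recently invaded sites. Its call ended without the site Thilene. It is one of the genes of Table S1a, all 18 of which were tested here. With the site as a factor, 6 of them were higher, 2 were lower and the others did not pass the test, where 4.63 would be expected by chance (Fisher's exact test, p = 0.100). The table was chosen by the paper on these same pools, so it is not independent evidence of a direction. Most of these genes were weakly expressed, 13 of the 18 with a mean under 1 CPM in at least 1 category. Comparing 1 pool per site, edgeR's quasi-likelihood test called no gene in every draw, none in at least 85% and none in at least 50% of the 100 draws. The draws tested 17071 to 17379 genes (median 17251), called between 0 and 237 of them, and in 98 draws called none, while a median of 1550.5 genes per draw had an unadjusted p under 0.05. With the likelihood ratio test no gene was called in every draw or in 85% of them and 9 genes in at least 50%.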

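Some T cell and B cell genes were lower and some heat shock and plasma cell genes were higher in the spleens of house mice from recently invaded sites. Of 16 T cell genes, 9 fell and none rose (11 fell when adjusted over the list alone). Among them was Tcf7, a transcription factor of T cell development (chromosome 11, 52246527 to 52283383), with a log2 fold change of -0.45 (standard error 0.079, edgeR adjusted p = 0.0042). Its level was 198 ± 24.8 CPM (SD, n = 8 pools) at anciently against 145 ± 24.2 CPM (n = 8) at recently invaded sites, with the mean of every recently invaded site below that of every anciently invaded site. Lck is the kinase of the T cell receptor (chromosome 4, 129548344 to 129573641). Lck had a log2 fold change of -0.30 (standard error 0.086, edgeR adjusted p = 0.030). Of 12 plasma cell genes, 6 rose and none fell (7 rose when adjusted over the list alone). Among them was Xbp1, a transcription factor of antibody secretion (chromosome 11, 5520641 to 5525993). Xbp1 had 413 ± 33.9 CPM at anciently and 533 ± 112 CPM at recently invaded sites (log2 fold change 0.35, standard error 0.069, edgeR adjusted p = 0.0071). Of 18 heat shock genes, 8 rose and none fell (14 rose when adjusted over the list alone). The set test camera gave adjusted p = 2.5e-06 for the T cell list and 6.1e-06 for the heat shock list, and adjusted p = 0.626 for these and the plasma cell and B cell lists with an estimated correlation between the genes. By Fisher's exact test the called genes were more frequent than elsewhere in the T cell (adjusted p = 0.030) and B cell lists (0.0031), but not in the plasma cell (0.195) and heat shock lists (0.206). The exact permutation test of site means gave p = 0.029 for T cells, the smallest that 4 sites against 4 allow, 0.114 for plasma cells, 0.286 for B cells and 0.514 for heat shock. The adjusted p of the T cell list was 0.111, and 23 of the 39 lists would have to reach the smallest p for it to fall under 0.05. The median difference of the heat shock list from the mean of the other 13 pools was 0.64 in Do12, -0.53 in Cr10 and -0.60 in Lo15 on the log2 scale. Without Cr10, Do12 and Lo15, 6 T cell genes fell and 13 heat shock genes rose. Fisher's exact test without these pools gave adjusted p = 0.432 for the T cell, 0.049 for the B cell, 0.234 for the plasma cell and 0.0019 for the heat shock list. The T cell and heat shock lists thus changed sides of the threshold. The permutation test of site means without these pools gave p = 0.086 for T cells. In all, 4596 of the 17852 genes tested were differentially expressed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 2321 higher and 2275 lower at recently invaded sites (7107 at an unadjusted p under 0.05). None of them was also called by the quasi-likelihood test in 85% of the '4vs4' draws. In the quasi-likelihood test no gene was called without the site factor (4249 at an unadjusted p under 0.05) or with the pools of a site summed (2161). The exact test of edgeR without a site factor, chosen after seeing the values, called 781. DESeq2 called 5536 genes and edgeR's likelihood ratio test 2777. The count fell to 1333 without the site Dodel, 1549 without Dagathie and 1761 without Ndombo, and to 2664 without pool Da2, 2740 without Th5, 2938 without Nd7, 2974 without Mb3 and 3052 without Mb4. Of the genes named here, Xbp1 lost its call without Dodel. Lck lost it without 5 of the sites (Dagathie, Thilene, Ndombo, Croisement Boube, Aere Lao) or 10 of the pools (Da1, Da2, Mb3, Mb4, Th5, Nd7, Nd8, Cr10, Ae14, Lo15), with a log2 fold change of -0.39 to -0.23 over single pools left out.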

For the 16,630 filtered genes tested with the ‘8vs8 approach’, we detected 593 differentially expressed genes, 364 of which were found in at least 85% of the 256 ‘4vs4 approach’ comparisons. Five genes were detected by both the ‘4vs4’ and ‘8vs8’ approaches (*Hal, Rnf183, Serpina6, Wif1, 9030619P08Rik*; see details in Suppl. Table S1a).

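Wif1 encodes a secreted inhibitor of Wnt signalling (chromosome 10, 121034004 to 121100642). Wif1 had a log2 fold change of 5.09 (standard error 0.37, adjusted p = 0.0016 from edgeR's quasi-likelihood test), with 1.10 ± 1.36 CPM (SD, n = 8 pools) at anciently and 4.71 ± 1.72 CPM (n = 8) at recently invaded sites. Both pools of Mbakhana and of Thilene had at most 0.0302 CPM of Wif1, so that the log2 fold change rests on sites with almost no reads. 9030619P08Rik is a gene named only by its clone (chromosome 15, 75427606 to 75431829). 9030619P08Rik had a log2 fold change of 2.11 (standard error 0.26, edgeR adjusted p = 0.0018). Hal encodes the histidine-degrading enzyme histidine ammonia-lyase of liver and skin (chromosome 10, 93488768 to 93516761). Its log2 fold change was 3.04 (standard error 0.66, edgeR adjusted p = 0.010). For these 3 genes the mean of each recently invaded site lay above that of every anciently invaded site. Rnf183 encodes a ubiquitin ligase (chromosome 4, 62427540 to 62435250). Rnf183 had a log2 fold change of 3.81 (standard error 0.65, edgeR adjusted p = 0.0039). It had 20.8 CPM in Cr10 and 14.1 CPM in Cr9, the pools of Croisement Boube, and the mean of Aere Lao was not above those of all anciently invaded sites. Serpina6 encodes the corticosteroid-binding globulin made by the liver (chromosome 12, 103646630 to 103657218). Serpina6 had a log2 fold change of 4.53 (standard error 1.05, edgeR adjusted p = 0.016), and only 2 recently invaded sites lay above every anciently invaded one. Hal reached 275 CPM in Do12 and 22.9 and 20.64 CPM in Cr10 and Lo15, next to 18.4 CPM in Do11. Without these 3 pools the log2 fold change of Hal was 1.34 and still passed the test, and that of Serpina6 was 2.61 and did not pass it. Those of Wif1, Rnf183 and 9030619P08Rik were 5.24, 3.87 and 2.27. Serpina6 alone lost its call without a single pool, Cr10 (log2 fold change 3.51) or Ae13, and without the sites Ndombo or Dodel. Comparisons of 1 pool per site with the quasi-likelihood test called none of the 5 genes in 50% of the draws. With edgeR's likelihood ratio test Hal and Rnf183 were called in 55% of them. Its exact test, chosen after seeing the values, called Rnf183 in 97%, Hal in 80%, 9030619P08Rik in 61% and Serpina6 in 54%.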

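Comparing 1 black rat pool per site, the quasi-likelihood test of edgeR called no gene in every draw, in 85% or in 50% of the 100 draws of pools. It tested 13112 to 13250 genes per draw (median 13184.5), called at most 2 of them, and in 90 draws called none, while a median of 916.5 genes per draw had an unadjusted p under 0.05. With the likelihood ratio test of edgeR, 8 genes were called in every draw and 11 in at least 85% of them, between 18 and 119 per draw. Among the genes with large differences was Gstt3, which encodes a glutathione transferase, with a log2 fold change of 3.98 over all pools (standard error 0.41, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test with site as a factor). Clca2, a chloride channel accessory protein, had a log2 fold change of -2.47 (-1.64 without Kedougou).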

Along the black rat invasion route, 54 of the 13,190 filtered genes were systematically differentially expressed between recently and anciently invaded sites with the ‘4vs4 approach’. We found 268 DE genes among the 12,747 filtered genes analyzed with the ‘8vs8 approach’, 83 of which were detected in at least 85% of the ‘4vs4’ comparisons. 

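In black rats, genes of dividing cells and of red blood cell precursors were lower and B cell genes were higher at recently invaded sites. Of 26 proliferation genes, 25 fell and none rose (26 fell when adjusted over the list alone). Among them was Mki67, a marker of dividing cells, with a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.0090 from edgeR's quasi-likelihood test). For Top2a, the topoisomerase of chromosome separation, it was -0.41 (edgeR, standard error 0.074, adjusted p = 0.0042). Of 26 erythroid genes, 21 fell and none rose (22 fell when adjusted over the list alone). The globin genes Hba2 and Hbb were not among them, with log2 fold changes of -0.43 (edgeR adjusted p = 0.051) and -0.35 (adjusted p = 0.204). Of 14 B cell genes, 10 rose and none fell (12 rose when adjusted over the list alone). Among them was Cd79b, a subunit of the B cell receptor, with a log2 fold change of 0.29 (standard error 0.073, edgeR adjusted p = 0.023). The set test camera gave adjusted p = 1.8e-35 for proliferation, 7.0e-31 for erythroid and 2.9e-11 for B cell genes, and adjusted p = 0.221, 0.221 and 0.402 with an estimated correlation. With the site as the unit these differences did not pass. The exact permutation test of site means gave p = 0.229, 0.257 and 0.057 in this order, and adjusted p = 0.842, 0.842 and 0.514. In the same edgeR test 1469 of 13578 genes were differentially expressed, 569 higher and 900 lower at recently invaded sites, at an adjusted p under 0.05 (3507 at an unadjusted p under 0.05). None was also called by the quasi-likelihood test in 85% of the '4vs4' draws. In the quasi-likelihood test without the site factor 79 genes were called, and with the pools of a site summed 1. The exact test of edgeR without a site factor, chosen after seeing the values, called 329. The count was 509 without the site Diakene Wolof, 659 without Kedougou, 902 without Boutougoufara and 2246 without Soutouta, and 867, 897, 910 and 966 without the pools RATCB5ked, RATCB12diat, RATCB14mar and RATCB9diak. The call of Cd79b ended without RATCB2bad, RATCB6ked, RATCB9diak or RATCB12diat (log2 fold change 0.22 to 0.34 over single pools) and without Boutougoufara, Diakene Wolof or Marsassoum. Those of Mki67 and Top2a ended without Kedougou, Diakene Wolof or Marsassoum and, for Mki67, Boutougoufara.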

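Fam129c, a gene of B cells, was higher at the sites recently invaded by the black rat (log2 fold change 0.92, standard error 0.12, adjusted p = 7.3e-04 from edgeR's quasi-likelihood test with site as a factor). Of the genes that the paper lists for this species, all 83 of Table S2b were differentially expressed in that test, 46 higher and 37 lower at recently invaded sites, where 8.98 would be expected by chance among 13578 tested genes. Of the 54 genes of Table S2a, 51 were differentially expressed, 28 higher and 23 lower. The tables share 42 genes. Both were chosen by the paper on these same pools, so that their overlap with the genes called here is not independent evidence.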

Forty-two differentially expressed genes were detected by both the ‘4vs4’ and ‘8vs8’ approaches. Detailed results are shown in Suppl. Table S1b.

We focused additional analyses on these 364 and 83 genes identified as DE in the ‘8vs8’ approach and detected in at least 85% of the ‘4vs4’ comparisons, for the house mouse and black rat, respectively. 

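Among the DE genes of the '8vs8 approach', the median absolute log2 fold change was 0.29 over the 4596 genes of the house mouse and 0.43 over the 1469 genes of the black rat. The difference was -0.14 (permutation test of ranks with 100000 resamples, two-sided, p = 1e-05, the smallest it can give). The order of the species depended on the test that picked the genes. With edgeR's likelihood ratio test the medians were 0.48 in the mouse and 0.43 in the rat, and with its exact test, chosen after seeing the values, 3.74 and 0.96, both in the paper's order and without a test of the difference. Without Cr10, Do12 and Lo15 the exact test gave a median of 1.18 in the mouse. With the sign kept, the medians were 0.11 and -0.27. The largest increases of the mouse were in genes of the liver. Saa1, which encodes the acute-phase protein serum amyloid A (chromosome 7, 46740497 to 46743181), rose by 7.87 on the log2 scale (standard error 1.92, adjusted p = 0.017 from edgeR's quasi-likelihood test). Serpina7, which encodes thyroxine-binding globulin (chromosome X, 139079249 to 139085236), rose by 7.83 (standard error 1.77, edgeR adjusted p = 0.012). Saa1 had 8449 CPM in Do12, 5334 in Cr10 and 782 in Lo15, and at most 49.8 CPM in any other pool. Its call ended without any of the 8 pools of anciently invaded sites, with a log2 fold change of 5.64 (without Cr10) to 8.63 (without Mb4) over all pools, and that of Serpina7 without Da2 or Cr10 (4.28 without Cr10). Without these 3 pools the median absolute log2 fold change of the mouse was 0.29, and the log2 fold change of Saa1 was 1.54. The comparison was made on the '8vs8' genes because no gene passed both approaches in edgeR's quasi-likelihood test. The sets compared are therefore wider than the 364 and 83 genes of the paper. With the likelihood ratio test 0 mouse and 11 rat genes passed both approaches, and with the exact test 3 and 13. Genes are not independent replicates, so the p-value describes these lists of genes and not the species.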

The magnitude of expression differences differed significantly between mouse and rat, with higher ‘log fold changes’ observed for mouse genes (Fig. 2, Wilcoxon test, *p* = 0.01). 

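The log2 fold changes of the DE genes of the '8vs8 approach' ranged from -3.89 to 7.87 in the house mouse and from -5.77 to 4.50 in the black rat, recently minus anciently invaded sites. In the mouse 430 genes had a log2 fold change of at least 1 and 111 of at most -1, against 54 and 165 without Cr10, Do12 and Lo15. The 3 pools with the highest expression were Cr10, Do12 and Lo15 for 360 of these 430 genes (83.7%) and for 452 of all 2321 higher genes (19.5%). The genes were picked for being higher at recently invaded sites and the pools after their values were seen, so that these shares are only a description. The neuropeptide gene Npy (chromosome 6, 49822710 to 49829507) and the adipocyte gene Cidec (chromosome 6, 113424634 to 113435760) were among those on the other side. Their log2 fold changes were -1.63 (standard error 0.36, adjusted p = 0.011) and -2.04 (standard error 0.62, adjusted p = 0.037), both from edgeR's quasi-likelihood test. Without the 3 pools the range of the mouse DE genes was -4.07 to 5.24. Cidec lost its call without 9 of the pools (Da1, Mb4, Th5, Th6, Nd7, Cr9, Ae13, Ae14, Lo16), at -2.55 to -1.69 over all pools. Cidec also lost it without the sites Dagathie, Mbakhana, Thilene, Dodel or Aere Lao (-0.51 without Aere Lao). Npy lost it without Thilene (-0.97) or Croisement Boube (-0.79).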

The log fold change (LogFC) per gene ranged from − 9.04 to 2.34 for the mouse and from − 5.79 to 4.49 for the rat DE genes. 

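Average expression over the DE genes of the '8vs8 approach' ranged from a log2 CPM of -3.43 to 12.1 in the house mouse and from -3.20 to 10.6 in the black rat. The most abundant of the mouse DE genes named here was Alb, with 8080.4 ± 12618 CPM (SD, n = 8 pools) at recently and 115 ± 191 CPM (n = 8) at anciently invaded sites. With a log2 fold change of 6.03 (standard error 1.72, adjusted p = 0.030 from edgeR's quasi-likelihood test) it was not spread evenly. Alb had 34399.6 CPM in Do12, 17555 in Cr10 and 12053 in Lo15, and at most 560.2 CPM elsewhere. Its log2 fold change without these 3 pools was 0.34. The call of Alb ended without any of 12 pools (all 8 of anciently invaded sites, Cr10, Do12, Lo15, Ae13), with a log2 fold change of 3.68 without Cr10 to 7.48 without Th5.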

Mean coverage ranged from − 3.16 to 11.94 LogCPM (counts per million) for the mouse and − 2.41 to 9.56 LogCPM for the rat DE genes.

**Figure 2:**
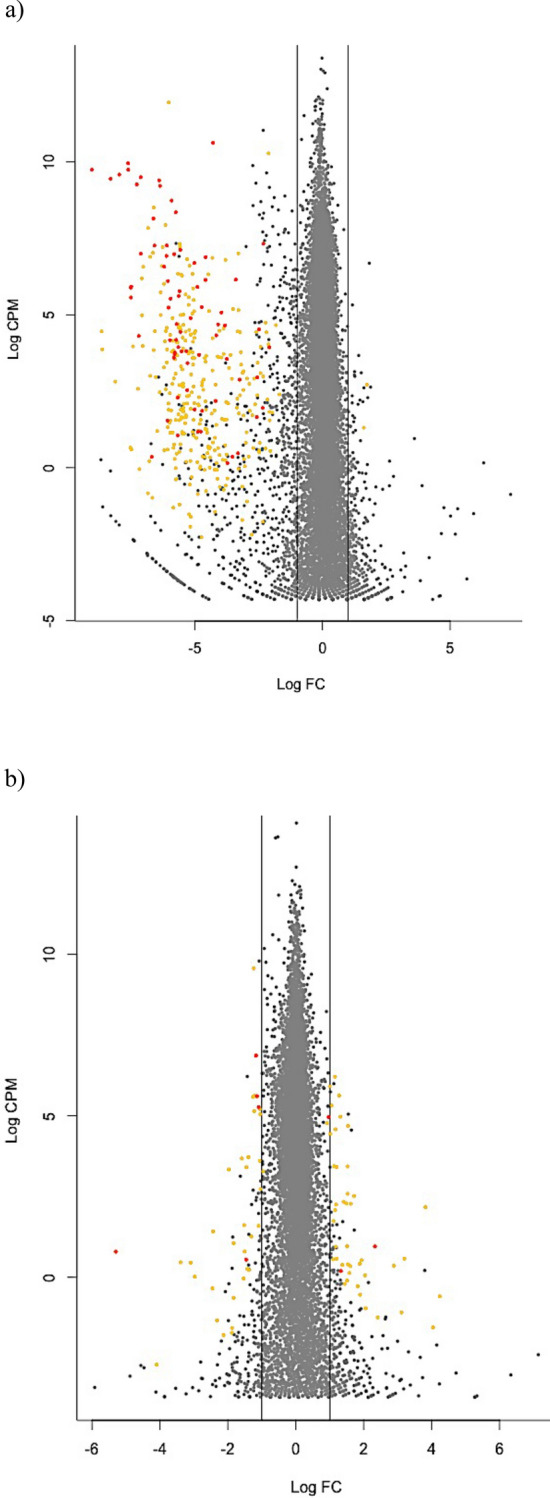
Significantly differentially expressed genes (orange dots) and immune related genes (red dots) between anciently and recently invaded sites along the invasion routes of (**a**) the house mouse and (**b**) the black rat. Only the 73 immune related genes belonging to biological pathways found to be significantly enriched are represented for the house mouse. Vertical lines indicate 1 log fold change (Log FC). The x-axis indicates genes that are down- (negative values) and up-regulated (positive values) in anciently compared to recently invaded areas.

When site was included as a random effect in the generalized linear model fitted with limma, we found no gene differentially expressed between the anciently and recently invaded sites along the house mouse invasion route. 

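With the site as a random effect, limma called no gene between the sites anciently and recently invaded by the house mouse, at an adjusted p under 0.05 (1647 genes at an unadjusted p under 0.05). Some genes with a low p in limma were called by edgeR's quasi-likelihood test with site as a fixed factor. Nfatc1 is a transcription factor of activated lymphocytes (chromosome 18, 80606205 to 80713071). Nfatc1 had 155 ± 13.9 CPM (SD, n = 8 pools) at anciently and 119 ± 5.08 CPM (n = 8) at recently invaded sites, a log2 fold change of -0.37 (standard error 0.047, adjusted p = 0.0018 from edgeR). Kdelr2 encodes a receptor that returns proteins to the endoplasmic reticulum (chromosome 5, 143403820 to 143421904). Kdelr2 had 67.1 ± 6.78 and 90.4 ± 11.4 CPM (log2 fold change 0.43, standard error 0.050, adjusted p = 0.0017 from edgeR). Zfp365 is a zinc finger gene (chromosome 10, 67886105 to 67912662). Zfp365 had 2.80 ± 0.636 and 1.43 ± 0.240 CPM (log2 fold change -0.96, standard error 0.11, adjusted p = 0.0017 from edgeR). The lowest p of limma was that of Wif1 (4.4e-04, adjusted p = 0.527). Leaving out each pool in turn, limma called 0 genes each time, and without Cr10, Do12 and Lo15 it called 0 (1427 at an unadjusted p under 0.05).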

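With the site as a random effect, 8 black rat genes were differentially expressed in limma at an adjusted p under 0.05 (1238 at an unadjusted p under 0.05). For each of them all 4 recently invaded sites lay on the same side of all 4 anciently invaded sites. Higher at recently invaded sites was Scn4b, a subunit of sodium channels, with 3.10 ± 1.16 CPM (SD, n = 8 pools) at anciently and 8.86 ± 1.61 CPM (n = 8) at recently invaded sites (limma adjusted p = 0.0083). So were Ddx25, an RNA helicase, with 7.10 ± 0.767 and 11.4 ± 1.38 CPM (limma adjusted p = 0.031), the neuropeptide gene Tac3 and the cell adhesion gene Nrcam. Lower were Lrrn1, a membrane protein with leucine-rich repeats, with 1.32 ± 0.444 and 0.240 ± 0.0510 CPM (limma adjusted p = 0.0083), the vasopressin receptor gene Avpr1b, Tpd52l1 and the phosphatase gene Ppef2. In edgeR the log2 fold changes were 1.55 for Scn4b (standard error 0.15), 1.87 for Nrcam (0.20), 2.07 for Tac3 (0.27) and 0.68 for Ddx25 (0.082), and -1.51 for Tpd52l1 (0.19), -2.40 for Lrrn1 (0.24), -3.36 for Ppef2 (0.40) and -4.51 for Avpr1b (0.64). Apart from Ddx25 and Scn4b these genes had a mean of at most 2.53 CPM in either category. The number of genes was 4 without 1 pool of Soutouta (RATCB7sou) or either pool of Diakene Wolof (RATCB9diak and RATCB10diak), 5 without RATCB4bou, RATCB14mar or RATCB16tob, and 11 without RATCB6ked.

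**Figure D1:**
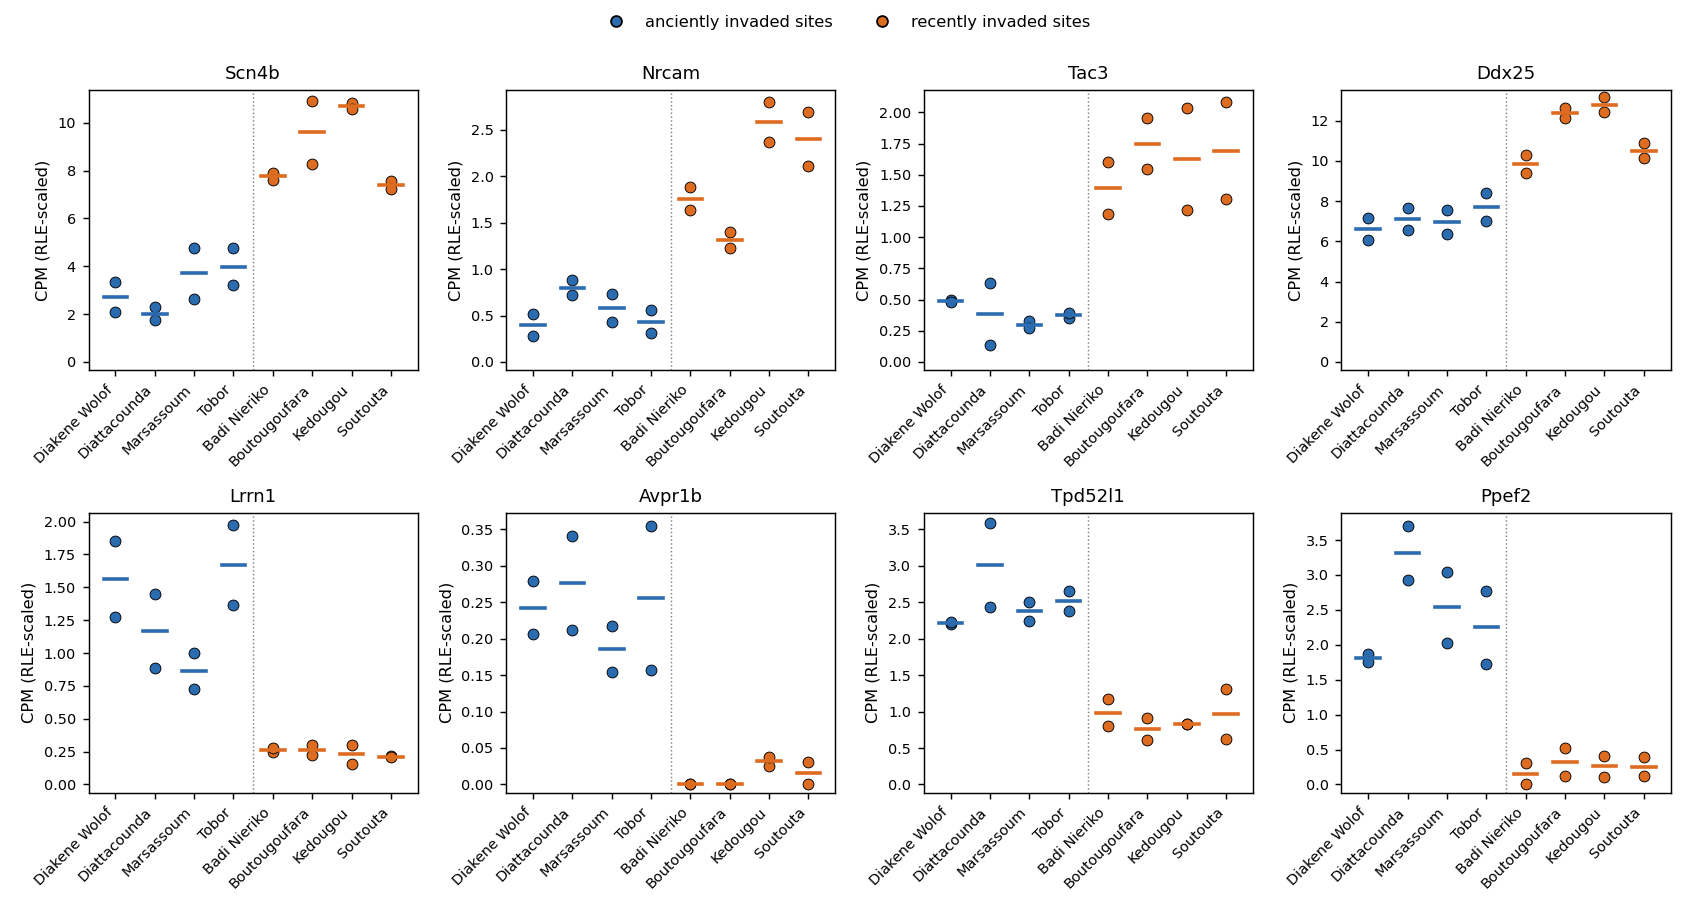
Expression (CPM) of Scn4b, Nrcam, Tac3, Ddx25, Tpd52l1, Lrrn1, Ppef2 and Avpr1b in each of the 16 black rat pools, by site, with anciently and recently invaded sites in different colours. Scn4b averaged 3.10 CPM at anciently and 8.86 CPM at recently invaded sites.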

Along the rat invasion route, 12 genes were differentially expressed between recently and anciently invaded sites. All of these sites were also identified with edgeR (‘8vs8 approach’), and 11 were also found in at least 85% of the 256 ‘4vs4 approach’ comparisons.

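All 8 black rat genes called by limma were also called in the '8vs8 approach', and 7 of them are in Table S2b, a table the paper made from these pools. With edgeR's quasi-likelihood test 0 of the 8 were found in 85% of the '4vs4' draws, as that test called no gene so often. With its likelihood ratio test 7 of the 8 were, each in 99% or 100% of the draws. Tac3, Scn4b and Lrrn1 had adjusted p-values of 7.3e-04, 1.3e-04 and 1.6e-04 in edgeR's quasi-likelihood test over all pools.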

### Functional analyses of DE genes

For the house mouse dataset, String provided at least one gene ontology (GO) annotation for 345 of the 364 DE genes (Suppl. Table S1a). Of the 2098 GO annotations identified, 357 GO terms corresponding to biological processes displayed significant enrichment (FDR < 0.05) relative to the house mouse reference genome. In particular, 10 immune-related functions were significantly enriched, including inflammatory (GO:0006954), humoral (GO:0002455, GO:0006959), and innate (GO:0045087, GO:0034097) responses or activation/regulation of immunity (GO:0006952, GO:0002253, GO:0050776). 

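Genes of plasma proteins that act in inflammation and humoral defence were over-represented among the house mouse genes that differed between the categories, and so were liver genes without an immune role. Of 22 acute-phase genes, 20 rose and none fell (21 rose when adjusted over the list alone), among them Saa1 and Hp, and of 42 genes of hepatocyte metabolism 35 rose and none fell (39 rose when adjusted over the list alone). Fisher's exact test over the 17852 genes tested gave an odds ratio of 29.0 and adjusted p = 4.1e-09 for the acute-phase list, and an odds ratio of 14.5 and adjusted p = 3.1e-13 for hepatocyte metabolism, the lowest p of all lists. In all, 12 of the lists passed Fisher's exact test at an adjusted p under 0.05. The genes of 9 were called more often than other genes, and those of 3 (pancreatic acinar, erythroid and proliferation), with 0 genes called, less often. In camera the acute-phase list had adjusted p = 2.1e-06 and hepatocyte metabolism 3.5e-09, and adjusted p = 0.626 for both with an estimated correlation. Of 24 genes of inflammatory cytokines, 1 rose and 1 fell, of 28 interferon-response genes none rose and 4 fell, and of 17 Toll-like receptor genes none rose and 4 fell. Without Cr10, Do12 and Lo15, 1 acute-phase gene and 1 gene of hepatocyte metabolism rose.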

We also detected enrichment for two biological processes relating to the response to wounding (GO:0009611, GO:1903035). These enriched GO terms relating to immunity corresponded to 73 DE genes, 20% of all the DE genes (see Suppl. Table S1a). The REVIGO analysis yielded 20 main clusters for the category ‘Biological Process’, taking redundancies into account. Inflammation and acute-phase response were part of the second most represented cluster (Suppl. Fig. S4). Using the Kegg algorithm, we identified 47 pathways as enriched. 

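Complement and coagulation genes of the mouse rose together at recently invaded sites, and mainly those that hepatocytes secrete into plasma. Of 25 coagulation genes, 21 rose and none fell (23 rose when adjusted over the list alone), with a median log2 fold change of 5.51. Among them was Fga, which encodes the fibrinogen alpha chain (chromosome 3, 83026153 to 83033627). Fga had 9.48 ± 17.8 CPM (SD, n = 8 pools) at anciently and 2115 ± 4221 CPM (n = 8) at recently invaded sites (log2 fold change 6.73, standard error 1.91, adjusted p = 0.029 from edgeR's quasi-likelihood test). Of 24 complement genes of hepatocytes, 15 rose and none fell (20 rose when adjusted over the list alone), with a median log2 fold change of 2.02. C3, the central component (chromosome 17, 57203967 to 57228136), did not pass the test, with 1226 ± 109 and 2238 ± 1574 CPM (log2 fold change 0.79, standard error 0.32, edgeR adjusted p = 0.094). Nor did the C1 inhibitor gene Serping1 (chromosome 2, 84765360 to 84775444), with a log2 fold change of 0.53 (standard error 0.18, edgeR adjusted p = 0.055). Of 17 complement genes of leukocytes, 5 rose and 3 fell (6 and 3 when adjusted over the list alone), with a median of 0.10. Those that rose included C1qa and C1qb, which macrophages express (chromosome 4, 136895916 to 136898844 and 136880126 to 136886200). Their log2 fold changes were 0.24 (standard error 0.059, edgeR adjusted p = 0.018) and 0.23 (standard error 0.065, edgeR adjusted p = 0.029), and these became -0.07 and -0.03 when Dodel was left out. Fisher's exact test gave adjusted p = 2.2e-08 for coagulation, 8.8e-04 for the hepatocyte and 0.139 for the leukocyte list. The set test camera gave 9.8e-07, 6.1e-06 and 0.426, where the coagulation and hepatocyte lists had adjusted p = 0.626 with an estimated correlation. Fga had 11901 CPM in Do12, 4295 in Cr10 and 667 in Lo15, against at most 52.5 CPM in the other pools. Without these 3 pools 1 coagulation gene (median log2 fold change 0.26), 3 hepatocyte (0.06) and 4 leukocyte complement genes (0.11) rose. Fga lost its call without any of 12 pools (those of anciently invaded sites, Cr10, Do12, Lo15, Ae13), at 4.38 without Do12 to 8.39 without Th5. C1qb lost it without Da2, Mb3, Th5, Nd8, Cr9, Ae14 or Lo15 (0.19 to 0.26 over all pools), and C1qa lost it without the sites Dagathie or Ndombo and reversed without Dodel.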

We found that 29 immune-related genes belonged to these over-represented Kegg biological pathways, the most significant of which was immune ‘Complement and coagulation cascades’ (FDR = 1.56e−30). Note that considering differentially expressed genes as the background for these analyses did not affect these results, as we also observed several significantly enriched GO terms corresponding to immune responses, acute-phase and humoral responses being the second main clusters for the category ‘Biological Process’ while taking into account redundancies with REVIGO and ‘Complement and coagulation cascades’ being the most significantly over represented biological pathways using Kegg algorithm.

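Of 118 genes tested from 6 lists (complement of hepatocytes and of leukocytes, coagulation, acute phase, serpins of clade A and apolipoproteins), 90 were differentially expressed in the '8vs8 approach', 87 higher and 3 lower at recently invaded sites. Serpina3k, a serine protease inhibitor of plasma (chromosome 12, 104338486 to 104345739), rose by 5.90 on the log2 scale (standard error 1.64, adjusted p = 0.027 from edgeR's quasi-likelihood test). Apoe, an apolipoprotein that macrophages also express (chromosome 7, 19696244 to 19701310), rose by 0.67 (standard error 0.19, edgeR adjusted p = 0.030), from 2192 ± 506 to 3722 ± 2260 CPM (SD, n = 8 pools each). The median log2 fold change of the 90 genes was 4.88, against -0.11 for the other 4506 DE genes (permutation test of ranks with 100000 resamples, two-sided, p = 1e-05, the smallest it can give). This test takes genes as independent, whereas they rise and fall together: in camera with an estimated correlation (0.75 to 0.97), the lists other than leukocyte complement had adjusted p = 0.626. The medians were 5.15 against 0.10 with only the complement and coagulation lists. Serpina3k had 5851 CPM in Do12, 3109.8 in Cr10 and 2077 in Lo15 and at most 76.7 CPM elsewhere. Without these 3 pools 14 genes of the lists were called, 11 higher and 3 lower, with a median of 0.26 against 0.13 (p = 0.029 in the same permutation test of ranks), and the log2 fold changes of Serpina3k and Apoe were 0.02 and 0.27. The calls of both ended without most single pools. Serpina3k lost its call without 11 (all those of anciently invaded sites, Cr10, Do12, Lo15), at 3.67 without Cr10 to 6.75 without Th5. Apoe lost it without 11 (Da1, Da2, Mb3, Mb4, Th5, Th6, Nd8, Cr10, Do12, Ae14, Lo15), at 0.50 to 0.78. Apoe also lost it without the sites Dagathie, Ndombo or Dodel (0.36 without Dodel).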

Interestingly, the distribution of log fold-change (LogFC) for these immune-related genes corresponding to enriched GO terms or pathways was shifted towards higher values than for the 364 DE genes (Wilcoxon test, *p* = 1.52 × 10^–3^; Suppl. Fig. S5). 

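At Croisement Boube, Dodel and Lougue, but not at Aere Lao, the 2 pools of a recently invaded site differed more from each other in the hepatic lists than the categories did. Mean log2 CPM of the coagulation list was -0.21 ± 0.78 (SD, n = 4 sites) at anciently and 2.91 ± 1.29 (n = 4) at recently invaded sites, a difference of 3.12 between the categories. The pools of a site differed by 7.25 at Dodel, 7.21 at Croisement Boube, 5.68 at Lougue and 1.40 at Aere Lao. They differed by 3.43 at the anciently invaded site Thilene. For the complement genes of hepatocytes the means were 2.13 ± 0.39 and 3.68 ± 0.65, and the pools differed by 4.54 at Croisement Boube, 3.78 at Dodel, 3.53 at Lougue and 0.71 at Aere Lao. The high pool was Cr10, Do12 or Lo15 each time. The other pool of these sites, Cr9, Do11 or Lo16, had -0.48, 0.54 and 0.40 for the coagulation list, within the range of the pools of anciently invaded sites (-1.56 to 2.14). Hepatocyte metabolism differed in the same pools, by 7.74 at Croisement Boube, 6.96 at Dodel and 5.86 at Lougue. With the site as the unit, each hepatic list was higher at all 4 recently invaded sites than at all anciently invaded sites. The exact permutation test of 8 site means gave p = 0.029 (two-sided), the smallest that 4 sites against 4 allow, and adjusted p = 0.111 over the lists.

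**Figure D2:**
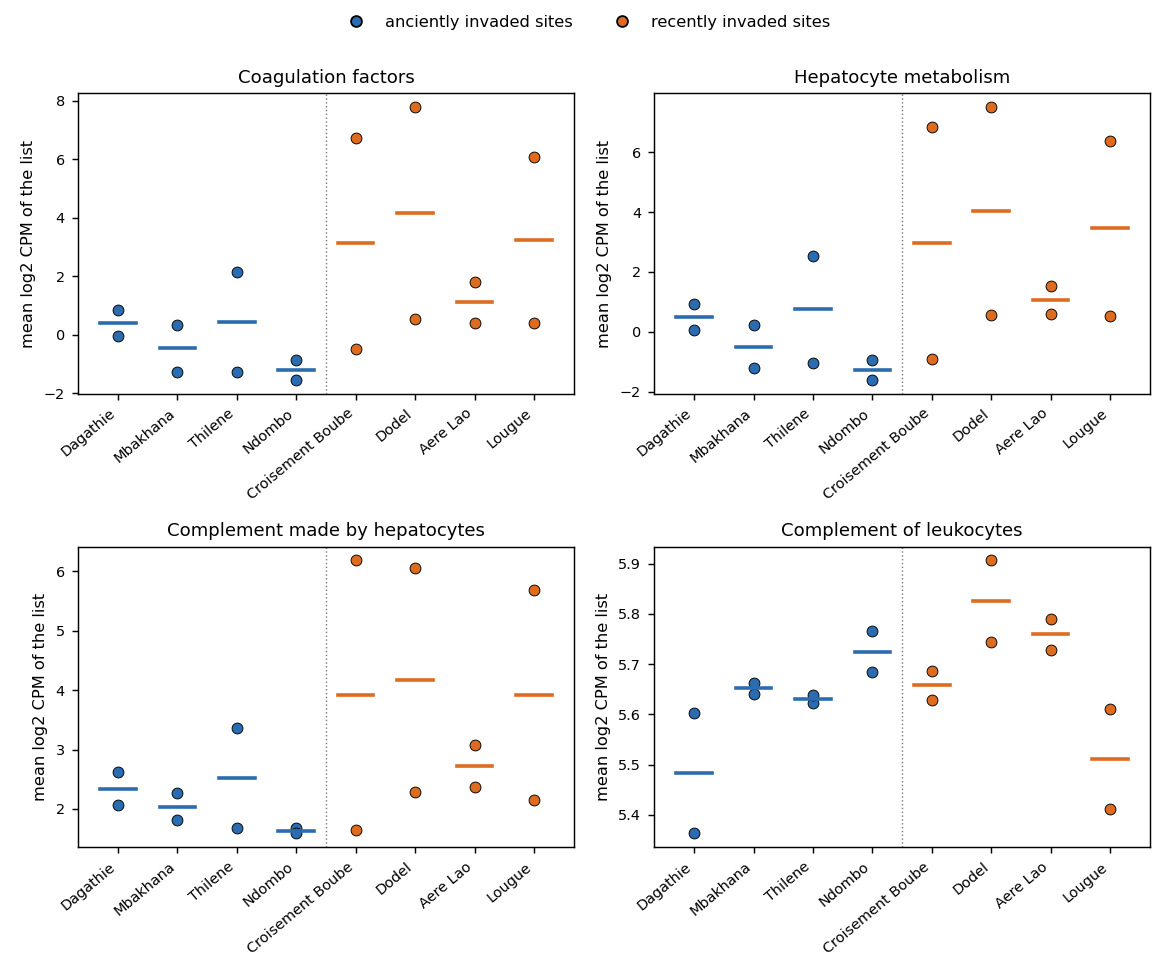
Mean log2 CPM of the coagulation, hepatocyte metabolism, hepatocyte complement and leukocyte complement lists in each of the 16 house mouse pools, by site, with bars at the mean of each site and anciently and recently invaded sites in different colours. In the first 3 panels 1 pool each of Croisement Boube, Dodel and Lougue lies far above the other pool of its site.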

The heatmaps built on the normalized read counts for the immune-related genes belonging to the biological processes (and pathways) found to be overrepresented revealed a downregulation of these genes at all anciently invaded sites, and an upregulation for all recently invaded sites except Aere Lao (Fig. 3, Suppl. Fig. S6). In this last population, the expression pattern observed was similar to that at anciently invaded sites.

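At Aere Lao, the mean log2 CPM of the coagulation list was 1.81 in pool Ae13 and 0.41 in pool Ae14, and that of the complement genes of hepatocytes was 3.08 and 2.37. Both lie below the highest pool of the anciently invaded sites, Th5 of Thilene, with 2.14 and 3.36. For hepatocyte metabolism Ae13 had 1.54 and Ae14 0.59, and Th5 2.54. Aere Lao is the recently invaded site without a pool in which Alb was the most abundant gene: Alb took 0.0289% of the counted reads in Ae13 and 0.0133% in Ae14. A contrast between single sites was not tested, as a site holds 2 pools.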

**Figure 3:**
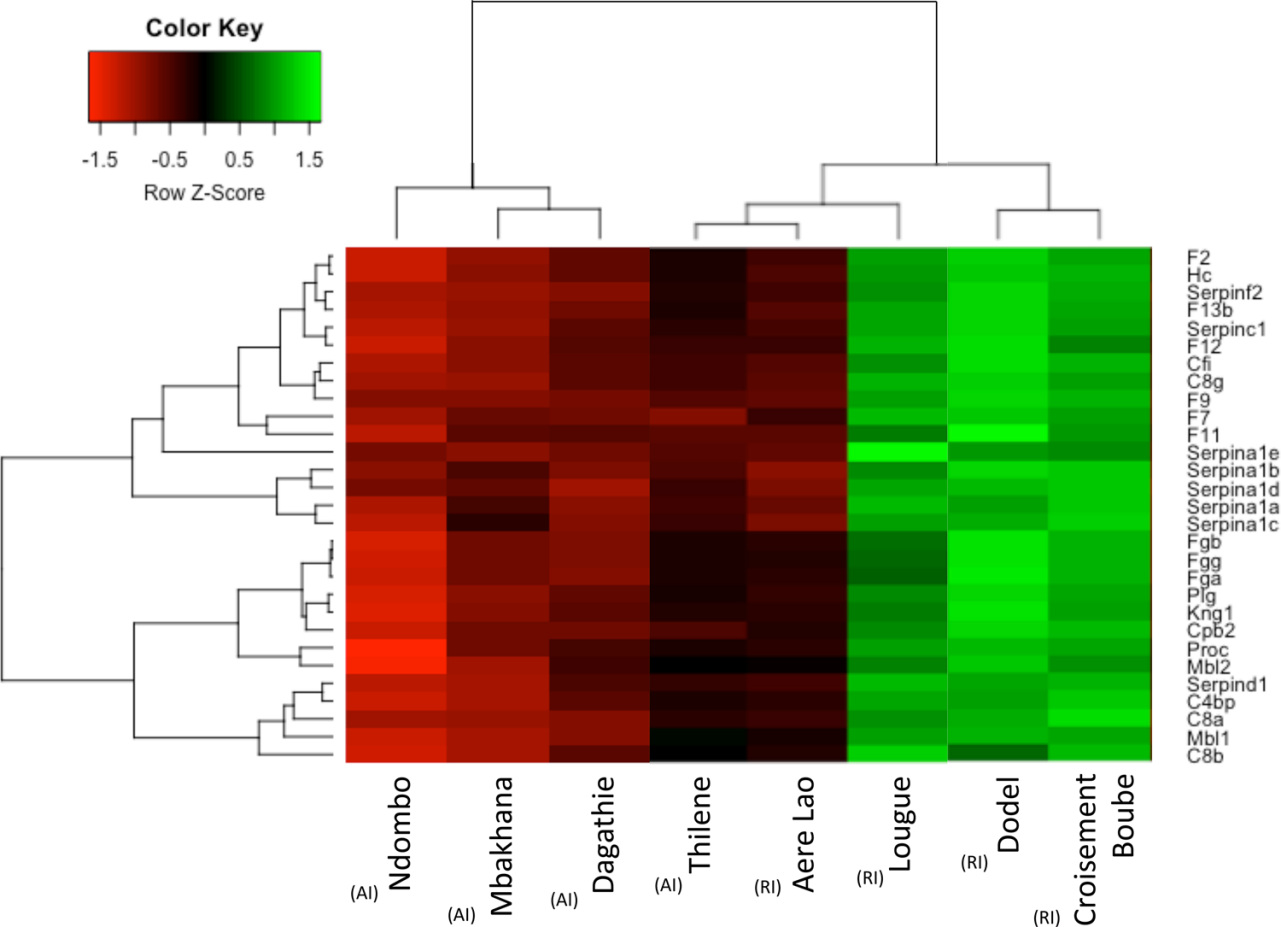
Heatmap of the differentially expressed (DE) genes between the anciently and recently invaded sites of the house mouse (*M. musculus domesticus*). The normalized read counts for the expressed genes are shown. For clarity, the heatmap was built in R using heatmap.2 for 29 immune related genes belonging to over-represented KEGG biological pathways. The genes (rows) and samples (columns) were clustered using dendrograms built with Ward distance and hierarchical clustering. Anciently and recently invaded sites are indicated using (AI) and (RI), respectively.

Finally, using String, we showed that the protein–protein interaction (PPI) network based on the 364 DE genes was significantly enriched (*p* < 1.0e−16, 731 edges found, 54 expected), indicating a larger number of interactions between these proteins than would be expected for a set of proteins of similar size drawn at random from the sequences of the mouse genome. 

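Part of the genes of liver detoxification rose together with those of plasma proteins at the sites recently invaded by the house mouse. Of 37 cytochrome P450 genes, 20 rose and none fell (30 rose when adjusted over the list alone). The fatty acid hydroxylase gene Cyp4a14 (chromosome 4, 115486200 to 115496158) had a log2 fold change of 5.54 (standard error 1.50, adjusted p = 0.024 from edgeR's quasi-likelihood test). It had 4.69 ± 11.6 CPM (SD, n = 8 pools) at anciently against 182 ± 333 CPM (n = 8) at recently invaded sites. Of 16 UDP glucuronosyltransferase genes, 6 rose and none fell (8 rose when adjusted over the list alone), with a median of 4.07. Ugt2b34 (chromosome 5, 86889770 to 86906937) had a log2 fold change of 4.75 (standard error 1.42, edgeR adjusted p = 0.035). Of 17 serpins of clade A, 13 rose (15 when adjusted over the list alone), and of 14 apolipoprotein genes all 14 rose, with medians of 3.26 and 5.35. Of 24 glutathione transferase genes, 11 rose (16 when adjusted over the list alone), with a median of 0.68. This list had adjusted p = 0.101 in Fisher's exact test and 3.7e-05 in camera (0.626 with an estimated correlation). Of 11 major urinary protein genes 1 rose. Fisher's exact test gave adjusted p = 0.0012 for the P450 genes, 0.432 for the glucuronosyltransferases, 1.3e-04 for the serpins and 5.4e-08 for the apolipoproteins. In camera their adjusted p-values were 7.1e-07, 0.0035, 1.9e-04 and 2.8e-05, and with an estimated correlation adjusted p = 0.726 for the glucuronosyltransferases and 0.626 for the other lists. Members of the P450, glucuronosyltransferase and serpin families are close in sequence and may share reads. Cyp4a14 had 902 CPM in Lo15, 472 in Do12, 53.9 in Cr10 and at most 33.3 CPM elsewhere. Without these 3 pools 2 P450 genes, no glucuronosyltransferase, no serpin and 2 apolipoprotein genes rose, and the log2 fold changes of Cyp4a14 and Ugt2b34 were 1.17 and -0.67. Cyp4a14 lost its call without any of 9 pools (Da1, Da2, Mb3, Mb4, Nd7, Nd8, Cr10, Do12, Lo15), at 4.04 without Lo15 to 7.72 without Th5, and Ugt2b34 without any but Cr9, Do11 and Lo16, at 2.06 without Cr10 to 6.02 without Mb4.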

Two main clusters were detected, one including cytochrome P_450_ and UDP glucuronosyltransferase proteins, and the other consisting mostly of immune-related proteins, including fibrinogen, serin peptidase inhibitor (serpin), apolipoprotein and complement proteins. The PPI interaction network built upon the restricted dataset including the 73 immune-related genes belonging to the biological processes shown to be overrepresented also displayed significant enrichment (*p* < 1.0e−16, 561 edges found, 13 expected). 

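Apoa1 encodes the main protein of high-density lipoprotein (chromosome 9, 46228630 to 46230469). Apoa1 had 13.4 ± 27.4 CPM (SD, n = 8 pools) at the sites anciently and 1226 ± 1982 CPM (n = 8) at those recently invaded by the house mouse. Its log2 fold change was 6.42 (standard error 1.73, adjusted p = 0.024 from edgeR's quasi-likelihood test). Hp encodes the hemoglobin-binding protein haptoglobin (chromosome 8, 109575128 to 109579172). Hp had 154 ± 58.5 and 3149 ± 5160 CPM (log2 fold change 3.58, standard error 0.96, adjusted p = 0.024 from the same edgeR test). C8a is a chain of the membrane attack complex of complement (chromosome 4, 104815679 to 104876487). C8a had a log2 fold change of 5.21 (standard error 1.54, edgeR adjusted p = 0.033). Their highest values were in the same 3 pools. Apoa1 had 5514 CPM in Do12, 2433 in Cr10 and 1788 in Lo15 and at most 80.4 CPM elsewhere. Hp had 14766, 5873 and 3609 CPM and at most 253 CPM elsewhere. C8a had 61.2, 126 and 33.6 CPM and at most 2.15 CPM elsewhere. Without these pools the log2 fold changes were 0.90 for Apoa1, 0.25 for Hp and -0.35 for C8a, and none of the 3 genes passed the test. Their calls also ended without single pools: Apoa1 without 10 (those of anciently invaded sites, Cr10, Lo15), at 4.21 to 7.73, Hp without 11 (the same and Do12), at 2.16 to 3.83, and C8a without 13 (all but Cr9, Do11, Lo16), at 3.04 to 6.41.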

The network had a hierarchical structure, with the main cluster including the fibrinogen and serine peptidase inhibitor (serpin) proteins, and two other clusters of highly connected proteins, one including apolipoprotein A and haptoglobin, and the other, complement proteins (Fig. 4).

**Figure 4:**
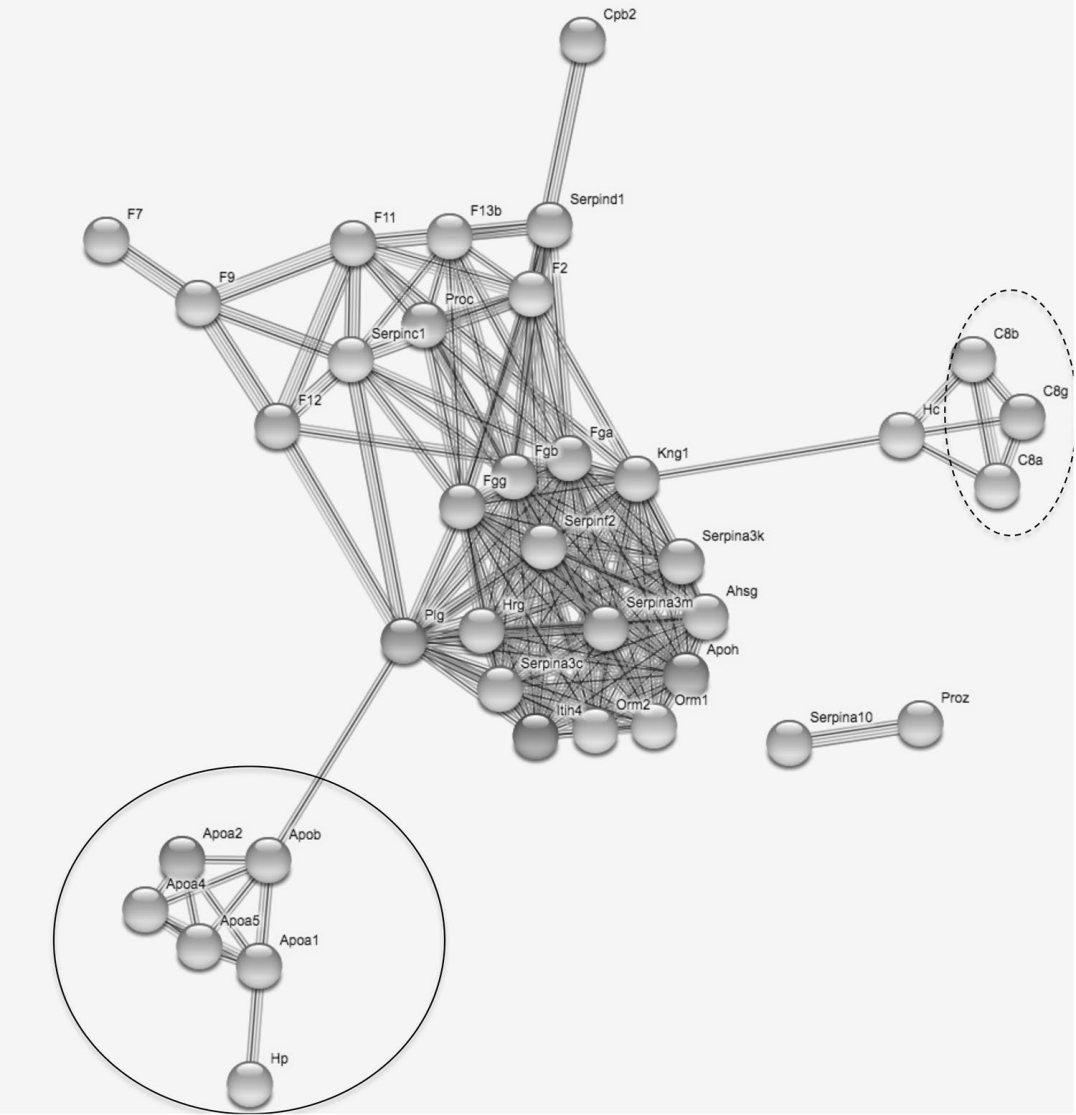
Protein–protein interaction network drawn from the 73 immune genes found to belong to enriched biological processes related to immunity. Nodes correspond to proteins, the thickness of edge network indicates the strength of data support, and the minimum required interaction score was set to 0.7 (high confidence level). The plain circle indicates the alipoprotein A–aloa—and haptoglobin–Hp–protein. The dashed circle indicates the complement proteins (C8). Fibrinogen (Fg) and serine peptidase inhibitor (serpin) proteins are distributed within the highly connected central part of the network.

For the *R. rattus* dataset, GO annotations were available for 75 of the 83 DE genes identified (Suppl. Table S1b). Eight of these annotated DE genes related to immune biological processes (i.e., 10.66% of all DE genes; Suppl. Table S1b). 

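Immune genes of the black rat moved in different directions. Of 25 interferon-response genes, 6 rose and 2 fell at recently invaded sites (8 and 2 when adjusted over the list alone). Of 27 genes of MHC class I, 5 rose and 4 fell (6 and 7), families in which close copies may share reads. Of 24 genes of inflammatory cytokines, none rose and 5 fell (7 when adjusted over the list alone). Ccl9, a chemokine of myeloid cells, had 67.8 ± 28.5 CPM (SD, n = 8 pools) at anciently and 30.3 ± 18.0 CPM (n = 8) at recently invaded sites (log2 fold change -1.33, standard error 0.13, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test). Of 26 genes of type 2 responses none rose and 5 fell (6 when adjusted over the list alone). Klra22, a receptor of natural killer cells, had a log2 fold change of -1.81. Of the complement genes, 1 of 17 of hepatocytes and 1 of 14 of leukocytes rose. C1qa and Cfp had log2 fold changes of 0.08 (adjusted p = 0.667) and 0.01 (adjusted p = 1.00) from edgeR. Of 14 T cell genes 1 fell, of 16 natural killer cell genes 1 rose and 1 fell, of 13 red pulp macrophage genes 2 rose and of 10 dendritic cell genes 2 fell. No gene was called among 12 Toll-like receptor, 18 neutrophil granule, 9 megakaryocyte and 11 plasma cell genes (4 plasma cell genes fell when adjusted over the list alone).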

We identified no significantly enriched biological process or pathway, even when redundancies were considered with Revigo. 

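Hand-written lists rather than GO terms and pathways were tested here. They were tested on the '8vs8' genes, as no gene of the black rat passed both approaches in edgeR's quasi-likelihood test. With its likelihood ratio test 11 genes did, and with its exact test, chosen after seeing the values, 13. Among those 13 genes no list was enriched by Fisher's exact test (lowest adjusted p = 0.307). Of these lists, 7 were enriched among the 1469 genes at an adjusted p under 0.05 by Fisher's exact test. By this exact test they were proliferation (odds ratio 210, adjusted p = 5.0e-22), erythroid (35.1, adjusted p = 3.2e-15) and B cell genes (20.7, adjusted p = 1.7e-06). Less marked in the same exact test were MHC class I (4.14, adjusted p = 0.014), interferon response (3.89, adjusted p = 0.026), heat shock (4.96, adjusted p = 0.029) and glutathione transferases (3.86, adjusted p = 0.035). In camera their adjusted p-values were 0.162, 0.021, 0.0011 and 0.032, in this order. With an estimated correlation camera gave adjusted p = 0.810, 0.591, 0.591 and 0.616. With the background limited to genes kept by edgeR's filterByExpr 4 lists were enriched. With the site as the unit, mean log2 CPM of the erythroid list was 8.04 ± 0.92 (SD, n = 4 sites) at anciently and 7.35 ± 0.42 (n = 4) at recently invaded sites. That of proliferation genes was 6.67 ± 0.56 and 6.15 ± 0.52, and that of B cell genes 6.99 ± 0.16 and 7.35 ± 0.20. The exact permutation test of these site means gave p = 0.257, 0.229 and 0.057 (two-sided), where 0.029 is the smallest that 4 sites against 4 allow, and adjusted p = 0.842, 0.842 and 0.514 over the lists. Of 38 genes of hepatocyte metabolism 2 rose, and none of 23 coagulation and 14 acute-phase genes was called. Of 22 glutathione transferase genes 5 rose and 2 fell (6 and 3 when adjusted over the list alone). Of 19 immediate-early, 13 circadian clock and 11 glucocorticoid-response genes, 2 rose in each list (5, 6 and 5 when adjusted over the list alone). Of 12 apolipoprotein and 20 P450 genes 1 rose in each list, and none of 9 serpins and 9 glucuronosyltransferases was called.

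**Figure D3:**
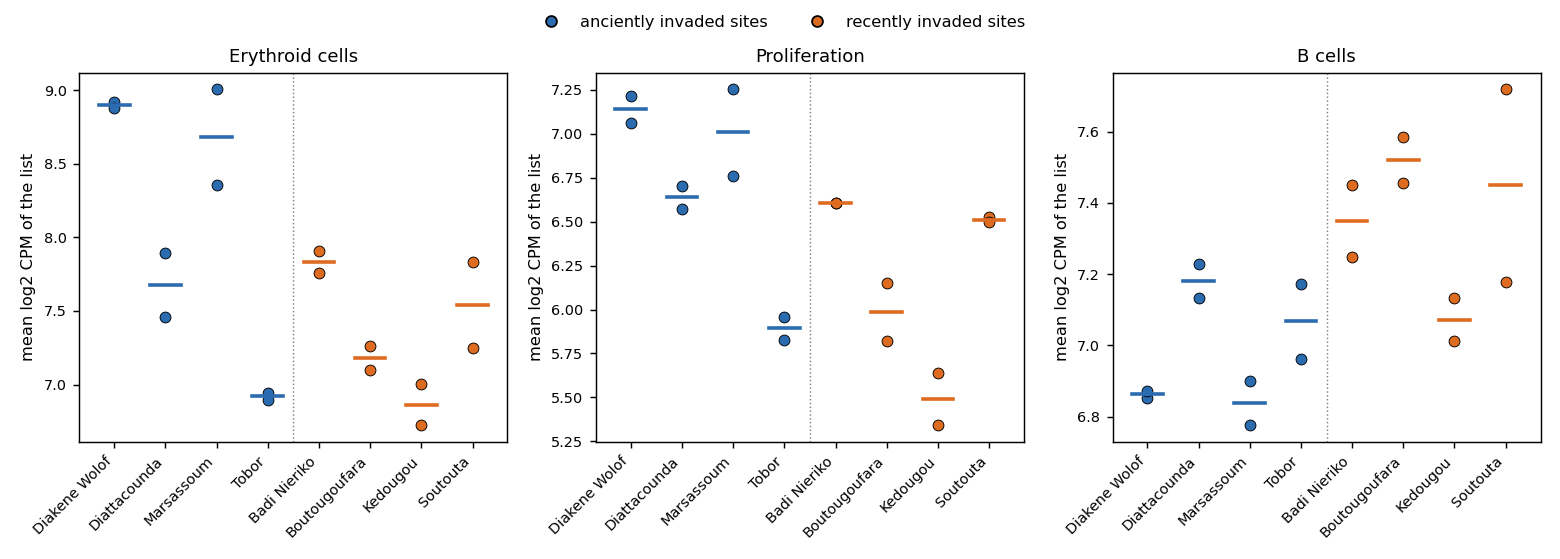
Mean log2 CPM of the erythroid, proliferation and B cell lists in each of the 16 black rat pools, by site, with bars at the mean of each site and anciently and recently invaded sites in different colours. The sites of both categories overlap for the erythroid and proliferation lists.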

The protein–protein interaction network built from String displayed no significant enrichment (*p* = 0.09). Similar conclusions were obtained when the dataset was restricted to the 12 genes found to be differentially expressed, with site considered as a random effect within invasion category.

## Discussion

We present here a comparative transcriptomics approach based on the sequencing of spleen RNA, for two invasive rodent species studied along their invasion routes in Senegal. We aimed to detect adaptive divergence between recently and long-established rodent populations that could at least partly account for invasion success. More specifically, we investigated the differential expression of immune-related genes, to determine whether the patterns of expression observed supported either the EICA or the EICA-refined hypotheses.

Invasion success is thought to be dependent on a shift in phenotypic traits of advantage at invasion fronts, where species are likely to be exposed to new environmental conditions^9,10,62^. Using comparative transcriptomics in wild populations, we show here that a phenotypic shift^63^ has occurred along the mouse and rat invasion routes in Senegal. Indeed, we detected variations in gene expression levels between recently and long-established rodent populations. Climatic variations and changes in habitat types covary with invasion categories along the invasion routes of both mouse and rat^44^, and all the processes that may explain the phenotypic shift may be influenced by environmental factors. This phenotypic shift may reflect stochastic changes due to population history, including founder events and genetic drift^9^, or non-adaptive responses to environmental cues. Alternatively, this phenotypic shift may result from adaptive processes, including phenotypic plasticity^64^ or natural selection^65^. Invasive populations have a lower genetic diversity than their source populations, due to founder events, but may still evolve rapidly through natural selection from the remaining standing genetic variation or de novo mutations^66^. Several experimental immune challenges have been performed, in controlled conditions, on cane toads from parents collected from long-established populations and invasion front populations from Australia. These experiments showed a rapid evolution of immunity in response to the selection pressures occurring during biological invasions^67,68^. Variations of gene expression at invasion front would also be mediated by phenotypic plasticity^69,70^.

Statistical analyses of transcriptomic data for natural populations are not trivial. We therefore used a combination of three analytical strategies to identify differentially expressed genes. It was tempting to consider site as a random effect within invasion category, to account for the inherently nested structure of our experimental design. However, the strong variability of gene expression between sites made it difficult to detect differentially expressed genes with this strategy. Several lines of evidence suggested that sites within invasion categories could not really be considered as true replicates and that timing of invasion might be variable, according to the history of connections between the site concerned and colonial cities or areas previously invaded by exotic rodents. For instance, colonial settlements were established at some anciently invaded sites (NDB, MBA), but not at others (DAG, THL). These sites without colonial settlements may have been invaded a little later by the house mouse. Historical data also suggest that the Aere Lao site may have been colonized by the house mouse earlier than other sites of the recently invaded category. Indeed, Aere Lao was not connected to the road network until the 1970–1980s, when a weekly rural market was established at this site, creating commercial links with cities already invaded by the house mouse (e.g. Saint Louis, Dakar). This may have favored the introduction of the house mouse at this site 10 or 20 years before this rodent reached the neighboring villages^71^, but several dozens of years after long-standing invasion sites. This history may explain why immune phenotypes in Aere Lao were more similar to those observed in long-established populations from western Senegal for both analysis strategies, and in terms of immune effectors (complement; haptoglobin), as previously shown by immune challenges^42^.

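The discussion names complement and haptoglobin as effectors at Aere Lao from earlier immune challenges. Only RNA of spleen pools was measured here, so that the responses to those challenges were not tested. Haptoglobin (Hp) had 242.5 CPM in pool Ae13 and 209.7 CPM in pool Ae14, and 70.4 to 253 CPM in the pools of anciently invaded sites. The other pools of recently invaded sites had 140.3 to 209 CPM, apart from Cr10, Do12 and Lo15. Complement C3 had 1577 CPM in Ae13 and 1246 CPM in Ae14, 1039.6 to 1388 CPM in the pools of anciently invaded sites, and 1016, 1426 and 1118 CPM in Cr9, Do11 and Lo16, but 4363, 5061 and 2098 CPM in Cr10, Do12 and Lo15.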

In the house mouse, 20.0% of the genes found to be differentially expressed with a combination of the 4*vs*4 and 8*vs*8 strategies were annotated with functions relating to immunity. We also found that some functional categories of genes were overrepresented among these differentially expressed genes. In particular, we obtained strong evidence for a significantly biased variation of immune gene expression towards an upregulation of serpins, alipoproteins, complement and pro-inflammatory cascades at recently invaded sites. These results were consistent with our previous functional studies^42^, in which immune challenges revealed that antibody-mediated (natural antibodies and complement) and inflammatory (haptoglobin) responses were stronger in mice sampled from recently invaded sites than in those sampled in anciently invaded ones. 

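The rise of serpins, apolipoproteins, complement and coagulation genes at recently invaded sites is found mainly in 1 pool each of Croisement Boube, Dodel and Lougue. The median log2 fold changes of 3.26, 5.35, 2.02 and 5.51 were 0.01, 0.40, 0.06 and 0.26 without Cr10, Do12 and Lo15. The inflammatory cytokine list did not rise with them at the median, and 1 of its 24 genes was called higher and 1 lower. In the 3 pools the median difference of the inflammatory cytokine list from the mean of the other 13 pools was -0.21 in Cr10, -0.37 in Do12 and -0.27 in Lo15 on the log2 scale. That of the coagulation list was 7.06, 8.24 and 6.91. B cell genes were lower at recently invaded sites, 11 of 17 with none higher (11 when adjusted over the list alone; adjusted p = 4.0e-06 in camera and adjusted p = 0.626 with an estimated correlation), and 10 without the 3 pools. The paper starts from the genes called in both approaches, finds immune functions and the complement and coagulation cascades over-represented among them, and sees in its heatmaps that these genes are higher at recently invaded sites, Aere Lao excepted. It proposes, also from earlier immune challenges of mice of these sites, that parasite-mediated selection may contribute to the differences along the invasion route, and concludes that the pattern is not the decrease in immune expression expected under the EICA hypothesis.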

Our findings therefore support the hypothesis that parasite-mediated selection could contribute to phenotypic differentiation along invasion routes, potentially in interaction with other environmental factors. However, they are not consistent with the EICA hypothesis or the EICA-refined hypothesis^19^. Despite the enemy release patterns detected for mouse helminths in Senegal from sites of long-term invasion to recently invaded sites (decrease in specific richness and overall prevalence, see^44^), we found no evidence of a global decrease in immune-related gene expression at recently invaded sites (the pattern expected according to the EICA hypothesis). We also observed no change in immune-related gene expression that could be attributed to the relative energy costs of immune pathways (the pattern expected according to the EICA-refined hypothesis). Indeed, both inflammation (considered costly in terms of energy) and complement (considered cost-effective in terms of energy) pathways were upregulated^20^. 

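In the lists outside plasma proteins, single house mouse genes fell or rose at recently invaded sites. Of 20 natural killer cell genes 3 fell (2 when adjusted over the list alone), and of 13 dendritic cell genes 3 fell and 1 rose. Of 16 genes of MHC class I, 3 rose and none fell. H2-D1, whose reads may be shared with close copies (chromosome 17, 35263094 to 35267497), had a log2 fold change of 0.36 (standard error 0.092, adjusted p = 0.019 from edgeR's quasi-likelihood test). B2m, the light chain of class I molecules (chromosome 2, 122147687 to 122153082), had one of 0.26 (standard error 0.070, edgeR adjusted p = 0.025). Without Cr10, Do12 and Lo15, 6 genes of MHC class I rose. Both calls ended without Dodel, with log2 fold changes of 0.10 for H2-D1 and 0.11 for B2m. Both also ended without the sites Dagathie or Ndombo, and that of B2m without Mbakhana. The call of H2-D1 ended without Da2, and that of B2m without Da2, Mb3, Th6, Nd7 or Ae14 (log2 fold change 0.21 to 0.30 over all pools). Of 28 genes of type 2 responses 2 rose and 1 fell, of 16 genes of red pulp macrophages 2 rose and 1 fell, and of 18 neutrophil granule genes 1 rose and 1 fell. None of 25 erythroid and 29 proliferation genes was called, while the set test camera had both lists higher (adjusted p = 0.0029 and 0.045, and 0.776 and 0.788 with an estimated correlation between the genes). When Cr10, Do12 and Lo15 were left out, 2 erythroid and 8 proliferation genes rose (camera adjusted p = 2.4e-05 and 2.7e-07), and 6 genes of type 2 responses rose. Of 15 megakaryocyte genes 1 fell, of 19 immediate-early genes 1 fell, and of 16 circadian clock genes 2 fell. Of 12 glucocorticoid-response genes 2 rose, and of 32 genes of cAMP signalling 2 rose and 8 fell (3 and 8 when adjusted over the list alone). Without the 3 pools, 5 circadian clock and 12 cAMP signalling genes fell. The B cell receptor gene Cd79a had a log2 fold change of -0.05 (edgeR adjusted p = 0.637).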

The upregulation of all the immune genes found to be differentially expressed at sites recently invaded by the house mouse therefore strongly supported the alternative hypothesis of an increase in overall infection risk at recently invaded sites. More specifically, the biological processes and pathways displaying significant enrichment, and the protein–protein interaction network, highlighted innate immune responses, which are essential for front-line defense against infections, including bacterial infections. Complement is a protein complex activated immediately after the detection of infection that can induce bacterial lysis^72^. Serine protease inhibitors (serpin) are involved in modulating many physiological functions, including infection and inflammation^73,74^. Apolipoprotein A is involved in lipid transport, and in diverse antimicrobial activities, including the inhibition of bacterial growth and the suppression of virual replication^75^. As such, an increase in expression of the genes encoding these proteins should make it possible for the invading organism to fight effectively against the new bacteria encountered at recently invaded sites^43^. Interestingly, some of these proteins may also have anti-inflammatory activity, through the secretion of particular cytokines (e.g. haptoglobin, serpinG1, C1q, C3a^72,73,76,77^). This function may be particularly important at recently invaded sites, for decreasing the immunopathological effects of inflammation in response to exposure to new parasites^78^. Moreover, the overexpression at invasion fronts of genes encoding anti-inflammatory proteins may counteract the helminth release observed at recently invaded sites along the invasion route of the house mouse^44^. Indeed, as several helminth infections are known to activate regulatory responses that reduce inflammation^79^, helminth release could exacerbate the risk of diseases associated with inflammatory responses.

Similar rapid changes in immunity have been observed in other invading organisms, but these studies revealed a wide array of patterns from which it was not possible to draw any firm conclusions about the potential generic/specific nature of EICA hypotheses^21^. Further studies are required, on a wide range of immune effectors, based on ‘omics methods’^80^, to improve our understanding of the relationships between biological invasion and immunity.

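Among the '8vs8' genes of the black rat, Ptprz1, Avpr1b and Ppef2 fell and Gstt3 and Tac3 rose by more than 2 on the log2 scale, and 171 of 1469 genes changed by at least 1, against 541 of 4596 in the house mouse (219 of 4529 without Cr10, Do12 and Lo15). The hepatic lists that rose in the mouse moved little in the rat: the site means of the coagulation list differed by 3.12 in the mouse and 0.11 in the rat, and those of hepatocyte metabolism by 3.01 and 0.14. The difference between the species had p = 0.029 and 0.042 in a permutation of the site labels within each species (4900 combinations, two-sided), and adjusted p = 0.184 for both over 36 lists. Without Cr10, Do12 and Lo15 the site means of the mouse differed by only 0.60 in the coagulation list and 0.44 in hepatocyte metabolism. No rat pool had a hepatic share of counted reads above 0.603%. From smaller fold changes than in the mouse and the absence of an over-represented pathway, the paper proposes that stochastic events may have shaped the variation along the route of the black rat. It adds the caveat that annotation worked less well for this species, with the transcriptome of Rattus norvegicus as the reference.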

Concerning *R. rattus*, the observed changes in gene expression levels were smaller than those observed in the mouse, and no particular pathway (including immune-related pathways) was significantly overrepresented. The absence of a clear pattern suggested that stochastic events might have strongly shaped the phenotypic variations observed along the route of *R. rattus* invasion. However, caution is required in interpreting our results, which may be due to the limitations of bioinformatics methods (transcriptome annotation was less efficient for *R. rattus* than for *M. musculus domesticus,* as we used the *R. norvegicus* transcriptome as a reference). 

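Of the black rat genes that have been linked to infection, Ltc4s encodes leukotriene C4 synthase. Ltc4s had a log2 fold change of -1.31 (standard error 0.22, adjusted p = 0.0029 from edgeR's quasi-likelihood test). Gfi1b, a transcription factor of erythroid and megakaryocyte precursors, had 52.4 ± 25.4 CPM (SD, n = 8 pools) at anciently and 24.7 ± 12.7 CPM (n = 8) at recently invaded sites. Its log2 fold change was -1.10 (standard error 0.13, edgeR adjusted p = 3.9e-04). Hspa1b, a heat shock protein induced by stress, had 0.626 ± 0.218 and 3.20 ± 3.84 CPM, a log2 fold change of 1.70 (standard error 0.24, edgeR adjusted p = 9.7e-04). The pools of Badi Nieriko had 11.03 and 7.31 CPM of Hspa1b and the other pools of recently invaded sites 0.851 to 2.26 CPM. Its log2 fold change was 0.96 without Badi Nieriko (edgeR adjusted p = 0.039), and that of Gfi1b was -0.70 without Kedougou. Gfi1b fell together with other erythroid genes, and Hspa1b was 1 of 6 heat shock genes that rose out of 16, of which none fell.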

The eight immune-related genes found to be differentially expressed encode proteins that interact with bacteria (*Rnase6*, *Ptprz1*), viruses (*Ltc4s*, *Hspa1b*) or parasites (*Gfi1b*). 

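Rnase6 encodes an antimicrobial ribonuclease. Rnase6 had 20.8 ± 5.67 CPM (SD, n = 8 pools) at anciently and 41.1 ± 12.4 CPM (n = 8) at recently invaded sites of the black rat. Its log2 fold change was 0.97 (standard error 0.13, adjusted p = 7.3e-04 from edgeR's quasi-likelihood test), and every recently invaded site lay above every anciently invaded one. Ptprz1, a receptor-type tyrosine phosphatase, had 3.40 ± 3.30 and 0.0819 ± 0.102 CPM, a log2 fold change of -5.77 (standard error 0.51, adjusted p = 1.3e-04 from the same edgeR test), with every recently invaded site below every anciently invaded one.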

Some were downregulated at recently invaded sites (e.g., *Rnase6*)*,* whereas others were strongly upregulated (e.g., *Ptprz1*). No specific pattern has yet emerged concerning potential variations in infection risks. Variations of immune phenotypes, as reflected in gene expression data for the spleen, were, therefore, unlikely to be the main driver of invasion success in the black rat (assuming that invasion success depends on a rapid shift in phenotypic traits in newly colonized areas rather than pre-adaptation in the range of long-standing invasion). Interestingly, we also found, in a previous functional immunity study, that differences in immune responses between anciently and recently invaded sites were less marked for the rat than for the mouse^42^. It was also very difficult to identify any other biological processes that might reflect life history trait adaptation with regard to invasion. 

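Sodium channel clustering and cAMP responses involve black rat genes that were measured here one by one. Scn4b, whose product binds voltage-gated sodium channels, rose, as did the cell adhesion gene Nrcam. Of 29 genes of cAMP signalling, 1 rose and 1 fell (1 and 1 when adjusted over the list alone), with a median log2 fold change of 0.07, and Fisher's exact test gave an odds ratio of 0.610 (adjusted p = 0.948). The kinase-anchoring genes Akap12 and Akap13 of this list had log2 fold changes of 0.29 (adjusted p = 0.073) and 0.16 (adjusted p = 0.220), both from edgeR's quasi-likelihood test.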

The processes found to be associated with differentially expressed genes covered a wide range of functions, including the clustering of sodium voltage channels, the downregulation of cell–matrix adhesion and protein dephosphorylation and the response to cyclic adenosine monophosphate (cAMP). This last function is of potential interest with respect to rat invasion success, because cAMP plays a key role in regulating insulin and glucagon secretion^81^. Variations in cAMP gene expression may, therefore, mediate differences in response to stressful situations, including starvation or fight-or-flight response^82^. It would be interesting to analyze whether such differences could result in different behavioral phenotypes between rats trapped at anciently invaded sites (expected to have a poor performance and high stress response in new environments) and those caught at sites of recent invasion (expected to have a high response capacity in new environments)^83^. It therefore appears particularly important to perform additional transcriptomics analyses on other organs and tissues, to identify the phenotypic changes and ecoevolutionary processes linked to the invasion success of the black rat. The brain, in which key genes underlying behavioral invasion syndrome would be expected to be expressed, may be a relevant organ for future studies^84^.

In conclusion, our work revealed changes in transcriptomic profiles along invasion routes for both the house mouse and the black rat. It is likely that different processes, including colonization history and/or alternative mechanisms by which species adapt to new environments, mediated the invasion success of these two rodent species. The patterns observed could potentially be driven by an increase in infection risks at recently invaded sites for the house mouse and stochastic changes for the black rat. It would be interesting to take into account the potential variability of these patterns with regard to the tissue or organ targeted. Different results might have been obtained if we had targeted other lymphoid organs, lymphatic tissues or non-immune targets. Additional genomic studies and experimental work^25,28,67,68,85^ are required to determine whether the observed differences in gene expression were driven by phenotypic plasticity or directional selection during or after invasion, or whether they reflect the colonization history of the rodents concerned. Moreover, it is also important to determine whether these changes in phenotypic traits influence ecological dynamics (e.g.^86^) and, in turn, invasion success.

## Supplementary information

Supplementary Figures.

Supplementary TableS1.

Supplementary TableS2.

## Data Availability

All sequence data, including raw read sequences and assemblies have been deposited on Geo. Gene ontologies for DE genes are provided in Supplementary Tables 1 and 2. Differential expression data are available from the corresponding author on request.

# Supplementary material for: Differential immune gene expression associated with contemporary range expansion in two invasive rodents in Senegal
**Source:** Sci Rep. 2020 Oct 26;10:18257. doi: 10.1038/s41598-020-75060-2
**Supplement:** Supplementary file 1 — Supplementary Figures.

# **Differential immune gene expression associated with contemporary range expansion in two invasive rodents in Senegal**

Nathalie Charbonnel<sup>1\*</sup>, Maxime Galan<sup>1</sup>, Caroline Tatar<sup>1</sup>, Anne Loiseau<sup>1</sup>, Christophe Diagne<sup>2,3</sup>, Ambroise Dalecky<sup>4</sup>, Hugues Parrinello<sup>5</sup>, Stephanie Rialle<sup>5</sup>, Dany Severac<sup>5</sup> and Carine Brouat<sup>2</sup>

**SREP-19-19999A-revised.**

**Supplementary Figures**

## Supplementary Information

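The profiles of Figure S1 come with the amount and purity of RNA in each pool, read by absorbance, and with an integrity number that runs from degraded to intact RNA. In the house mouse the integrity number was 5.8 to 8.1 in the pools of anciently and 5.6 to 8.8 in those of recently invaded sites, and adding it to the edgeR quasi-likelihood test of the '8vs8 approach' gave 4520 DE genes. The ratio of absorbance at the wavelength of RNA to that of salts and solvents, which drops with carried-over salts or solvents, was 1.64 to 1.80 at anciently and 1.44 to 1.56 at recently invaded sites, without overlap. It cannot be told apart from the invasion category. The number of genes with at least 1 counted read was 17143 (Do11) to 17804 (Lo15).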

**Figure S1.** Bioanalyzer (house mouse) and Fragment analyzer (black rat) profiles detailing the quality and quantity of RNA for each pool a) for *Mus musculus domesticus* samples and b) for *Rattus rattus* samples.

**Figure S2.** Schematic representation of the ‘4x4’ and ‘8x8’ statistical approaches to detect the genetically differentiated genes.

**Figure S3.** Pairwise comparisons of the RLE-normalized total number of reads between libraries for a) the house mouse and b) the black rat. For the house mouse, anciently invaded sites are : Da=Dagathie ; Mb=Mbakhana, Th=Thilene, Nd=Ndombo; recently invaded localities are Cr=Croisement Boube, Do=Dodel, Ae=Aere Lao, Lo=Lougue. For the black rat, anciently invaded localities are : Diak=Diakene Wolof, Diat=Diattacounda, Mar=Marsassoum, Tob=Tobor ; recently invaded sites are : Bad=Badi Nieriko, Bou=Boutougoufara, Ked=Kedougou, Sou=Soutouta.

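The plots of Figure S3 set the scaled read counts of every library against those of every other one, gene by gene, so that a library unlike the others stands out as a second cloud of points. In the house mouse the median Spearman correlation across genes of a pool with the other pools was 0.978 to 0.985, except in Cr10 (0.948), Do12 (0.925) and Lo15 (0.9498). Genes are not independent replicates, and the values describe these libraries. The chi-square per degree of freedom between the 2 pools of a site, a description of their distance, was 24.7 to 51.1 at anciently invaded sites, 79.8 at Aere Lao, 142 at Lougue, 288 at Croisement Boube and 507 at Dodel. In the black rat it was 19.3 to 79.3.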

**Figure S4.** TreeMap view of REVIGO Biological process analyses for the house mouse differentially expressed (DE) genes. Each rectangle represents a single cluster, that are grouped into ‘superclusters’ of related terms, represented with different colors. The size of the rectangles reflects the frequency of the Gene Ontology (GO) term in this set of DE genes.

**Figure S5.** Boxplot representing the level of differential expression (in log fold change (log FC)) for immune related and non immune related DE genes identified along the mouse invasion road.

**Figure S6.** Heatmap of the differentially expressed (DE) genes between the anciently and recently invaded sites of house mouse (*M. musculus domesticus*). The normalized read counts for the expressed genes have been log transformed ( $\log_2(\text{values}+1)$ ). Heatmap was built in R using heatmap.2 for a) all 364 DE genes and b) 73 immune related genes belonging to over-represented biological processes. The genes (rows) and sites (columns) were clustered using dendrograms built with Ward distance and hierarchical clustering.

**Table S1.** a) Details of the 18 genes found to be differentially expressed between the anciently and recently invaded sites of *M. musculus domesticus* invasion route using the 4vs4 approach. Genes indicated in bold were found to be differentially expressed with both 8vs8 and 4x4 approaches. b) Details of the 364 genes found to be differentially expressed between the anciently and recently invaded sites of *M. musculus domesticus* invasion route using the 8vs8 approach and found in 85% of the comparisons made using the 4x4 approach. The 73 genes indicated in red are related with immunity and have over-represented GO annotations. The 29 genes underlined and in italics correspond to the immune-related genes with over represented Kegg biological pathways. GO ID corresponds to Gene ontology annotations.

**Table S2.** a) Details of the 54 genes found to be differentially expressed between the anciently and recently invaded sites of *R. rattus* invasion route using the 4vs4 approach. Genes indicated in bold were found to be differentially expressed with both 8vs8 and 4vs4 approaches. b) Details of the 83 genes found to be differentially expressed between the anciently and recently invaded sites of *R. rattus* invasion route using the 8vs8 approach and found in 85% of the comparisons made using the 4vs4 approach. Genes indicated in bold were found to be differentially expressed with both 8vs8 and 4vs4 approaches. Genes that are underlined are also found to be differentially expressed with the limma package (site as

random effects). Genes indicated in red are related with immunity. GO ID corresponds to Gene ontology annotations.

# **Differential immune gene expression associated with contemporary range expansion in two invasive rodents in Senegal**

Nathalie Charbonnel<sup>1\*</sup>, Maxime Galan<sup>1</sup>, Caroline Tatar<sup>1</sup>, Anne Loiseau<sup>1</sup>, Christophe Diagne<sup>2,3</sup>, Ambroise Dalecky<sup>4</sup>, Hugues Parrinello<sup>5</sup>, Stephanie Rialle<sup>5</sup>, Dany Severac<sup>5</sup> and Carine Brouat<sup>2</sup>

**SREP-19-19999A-revised.**

**Supplementary Figures**

Figure S1. Information detailing the quality and quantity of RNA for each pool a) for *Mus musculus domesticus* samples and b) for *Rattus rattus* samples. Bioanalyzer (house mouse) and Fragment analyzer (black rat) profiles are also included in this file.

a) House mouse

| Site             | Pool ID | Number of individuals | Integrity (gel) | NanoDrop (ng/uL) | 260/280 | 260/230 | Volume (uL) | Quantity (ug) | Concentration (ng/uL) | RIN | Quantity (ug) |
|------------------|---------|-----------------------|-----------------|------------------|---------|---------|-------------|---------------|-----------------------|-----|---------------|
| Dagathie         | CB1Da   | 10                    | OK              | 206              | 2.09    | 1.70    | 30          | 6.2           | 205                   | 6.9 | 6.15          |
| Dagathie         | CB2Da   | 8                     | OK              | 180              | 2.10    | 1.64    | 30          | 5.4           | 166                   | 7.8 | 4.98          |
| Mbakhana         | CB3Mb   | 10                    | OK              | 168              | 2.09    | 1.74    | 30          | 5.0           | 155                   | 7.7 | 4.65          |
| Mbakhana         | CB4Mb   | 10                    | OK              | 154              | 2.06    | 1.77    | 30          | 4.6           | 155                   | 7.8 | 4.65          |
| Thilene          | CB5Th   | 8                     | OK              | 151              | 2.07    | 1.80    | 30          | 4.5           | 152                   | 7.7 | 4.56          |
| Thilene          | CB6Th   | 8                     | OK              | 149              | 2.08    | 1.69    | 30          | 4.5           | 168                   | 5.8 | 5.04          |
| Ndombo           | CB7Nd   | 10                    | OK              | 175              | 2.07    | 1.68    | 30          | 5.3           | 215                   | 8.1 | 6.45          |
| Ndombo           | CB8Nd   | 10                    | OK              | 131              | 2.06    | 1.67    | 30          | 3.9           | 177                   | 8.1 | 5.31          |
| Croisement Boube | CB9Cr   | 10                    | OK              | 130              | 2.07    | 1.56    | 30          | 3.9           | 150                   | 7.0 | 4.5           |
| Croisement Boube | CB10Cr  | 10                    | OK              | 169              | 2.09    | 1.44    | 30          | 5.1           | 201                   | 6.7 | 6.03          |
| Dodel            | CB11Do  | 10                    | OK              | 115              | 2.09    | 1.51    | 30          | 3.4           | 139                   | 7.3 | 4.17          |
| Dodel            | CB12Do  | 8                     | OK              | 118              | 2.07    | 1.47    | 30          | 3.5           | 145                   | 7.6 | 4.35          |
| Aere Lao         | CB13Ae  | 10                    | OK              | 124              | 2.06    | 1.51    | 30          | 3.7           | 106                   | 8.5 | 3.18          |
| Aere Lao         | CB14Ae  | 10                    | OK              | 112              | 2.09    | 1.51    | 30          | 3.4           | 105                   | 8.8 | 3.15          |
| Lougué           | CB15Lo  | 10                    | OK              | 129              | 2.07    | 1.53    | 30          | 3.9           | 123                   | 8.3 | 3.69          |
| Lougué           | CB16Lo  | 8                     | OK              | 132              | 2.05    | 1.49    | 30          | 4.0           | 139                   | 5.6 | 4.17          |

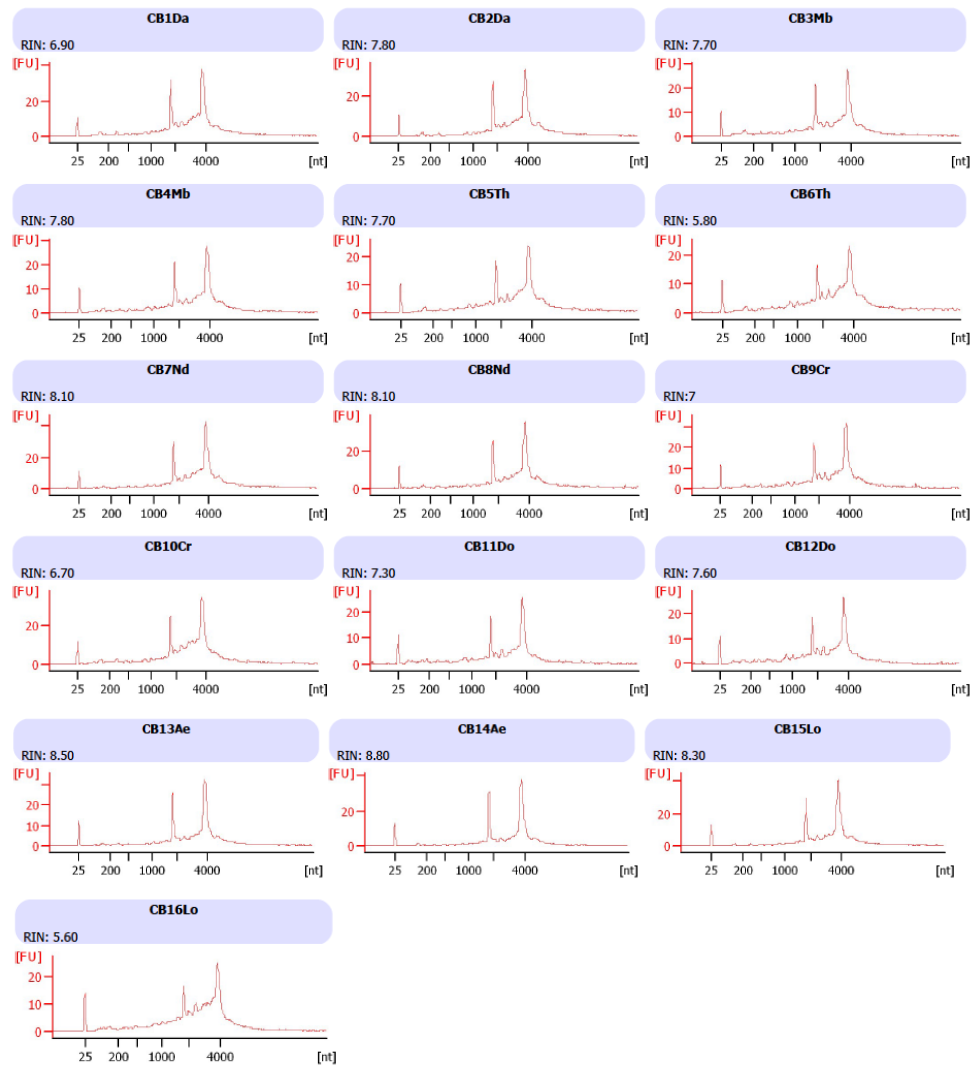

b) Black rat

| Site          | Pool ID     | Number of individuals | Integrity (gel) | NanoDrop (ng/uL) | 260/280 | 260/230 | Volume (uL) | Quantity (ug) | Concentration (ng/uL) | RQN | Quantity (ug) |
|---------------|-------------|-----------------------|-----------------|------------------|---------|---------|-------------|---------------|-----------------------|-----|---------------|
| BadiNieriko   | RATCB1bad   | 8                     | OK              | 100              | 2.07    | 0.52    | 45          | 4.5           | 95.1                  | 8.6 | 4.28          |
| BadiNieriko   | RATCB2bad   | 8                     | OK              | 85               | 2.07    | 1.15    | 45          | 3.8           | 81.2                  | 9.7 | 3.65          |
| Boutougoufara | RATCB3bou   | 8                     | OK              | 112              | 2.06    | 0.79    | 45          | 5.0           | 109.6                 | 8.8 | 4.93          |
| Boutougoufara | RATCB4bou   | 8                     | OK              | 196              | 2.1     | 1.1     | 45          | 8.8           | 171.9                 | 9.7 | 7.74          |
| Kedougou      | RATCB5ked   | 8                     | OK              | 215              | 2.06    | 1.34    | 45          | 9.7           | 244.3                 | 10  | 10.99         |
| Kedougou      | RATCB6ked   | 8                     | OK              | 144              | 2.09    | 0.57    | 45          | 6.5           | 150.5                 | 9.8 | 6.77          |
| Soutouta      | RATCB7sou   | 10                    | OK              | 197              | 2.07    | 2       | 45          | 8.8           | 185.3                 | 8.4 | 8.34          |
| Soutouta      | RATCB8sou   | 10                    | OK              | 214              | 2.08    | 2.12    | 45          | 9.6           | 221.9                 | 9.0 | 9.99          |
| DiakeneWolof  | RATCB9diak  | 6                     | OK              | 75               | 2.09    | 0.15    | 45          | 3.4           | 74.8                  | 10  | 3.37          |
| DiakeneWolof  | RATCB10diak | 8                     | OK              | 89               | 2.05    | 0.78    | 45          | 4.0           | 107.1                 | 9.3 | 4.82          |
| Diattacounda  | RATCB11diat | 10                    | OK              | 227              | 2.06    | 1.74    | 45          | 10.2          | 254.5                 | 9.8 | 11.45         |
| Diattacounda  | RATCB12diat | 10                    | OK              | 85               | 2.09    | 0.27    | 45          | 3.8           | 103.7                 | /   | 4.67          |
| Marsassoum    | RATCB13mar  | 10                    | OK              | 193              | 2.05    | 1.64    | 45          | 8.7           | 215.3                 | /   | 9.69          |
| Marsassoum    | RATCB14mar  | 10                    | OK              | 156              | 2.07    | 1.95    | 45          | 7.0           | 168.6                 | /   | 7.59          |
| Tobor         | RATCB15tob  | 6                     | OK              | 50               | 2.06    | 1.26    | 45          | 2.2           | 59.1                  | /   | 2.66          |
| Tobor         | RATCB16tob  | 8                     | OK              | 180              | 2.1     | 1.82    | 45          | 8.1           | 211.2                 | /   | 9.50          |

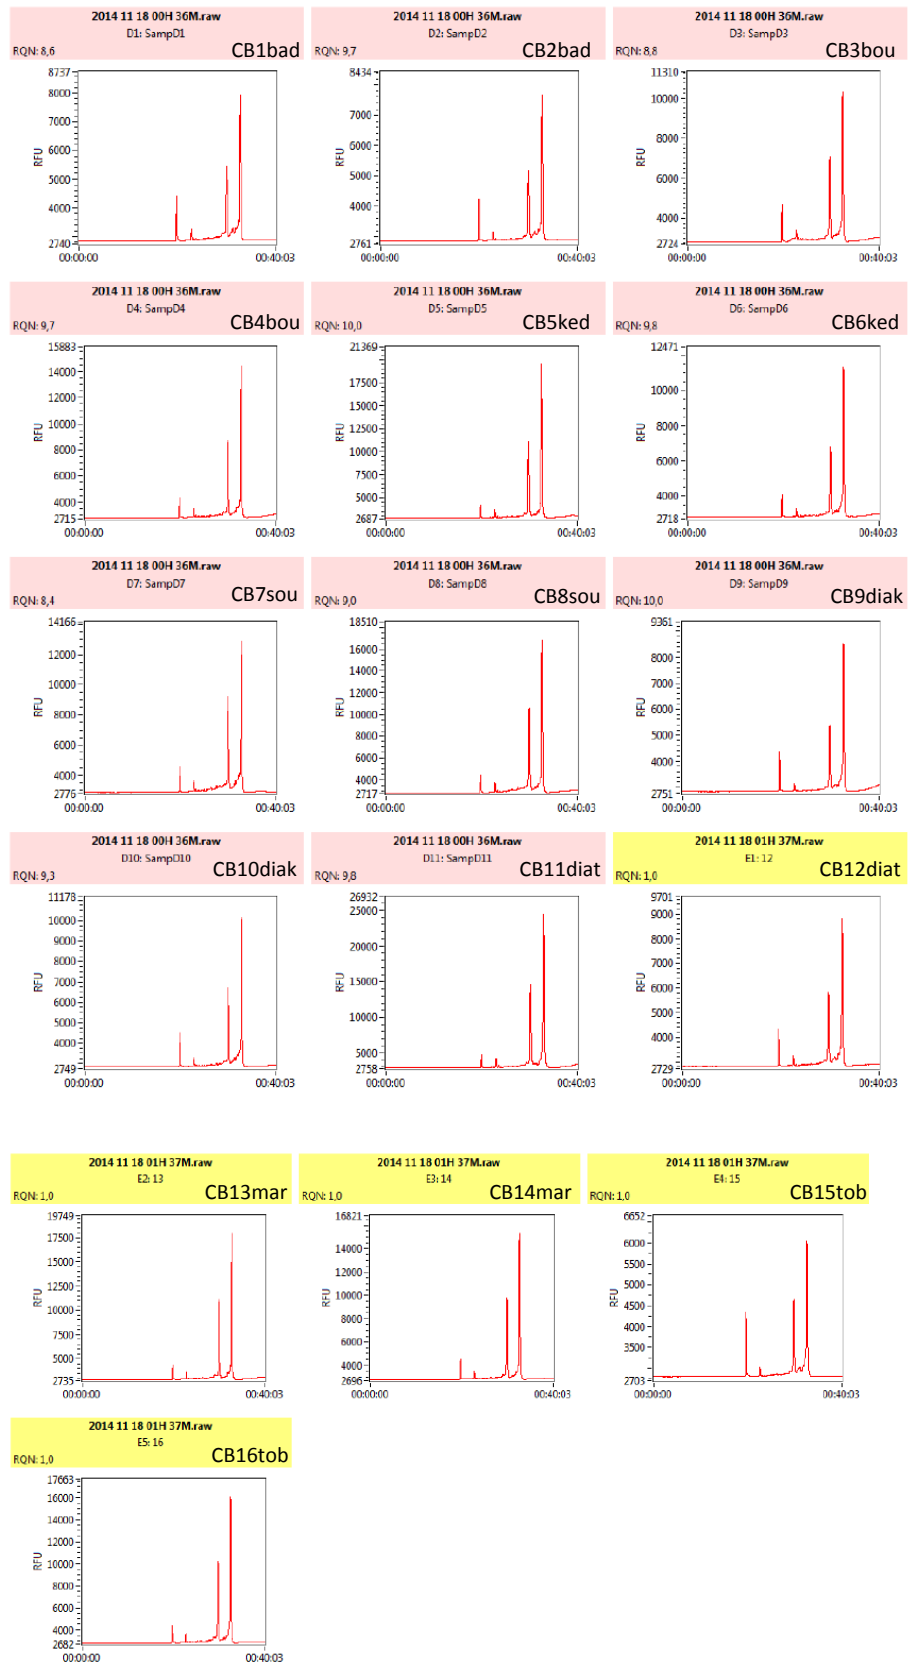

**Figure S2.** Schematic representation of the two approaches defined to analyze gene differential expression between anciently and recently invaded sites.

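In the '4vs4 approach' of Figure S2 a single pool stands for each site, so that a pool that differs from its partner enters the comparison with some choices and not with others. Of the 256 choices of 1 house mouse pool per site, 224 (87.5%) hold at least 1 of Cr10, Do12 and Lo15.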

Sites are described with two pools of individuals, and these two pools are considered as biological replicates of a given site (solid circle and dashed circle). Red= Anciently invaded; Green= Recently invaded. L = site (geographic locality).

#### *I- The 4vs4 approach*

It is based on the comparison of four anciently invaded sites (a single biological replicate is picked up randomly for each site) versus four recently invaded sites (a single biological replicate is picked up randomly for each site).

There are 256 possibilities (128 and their complementary)

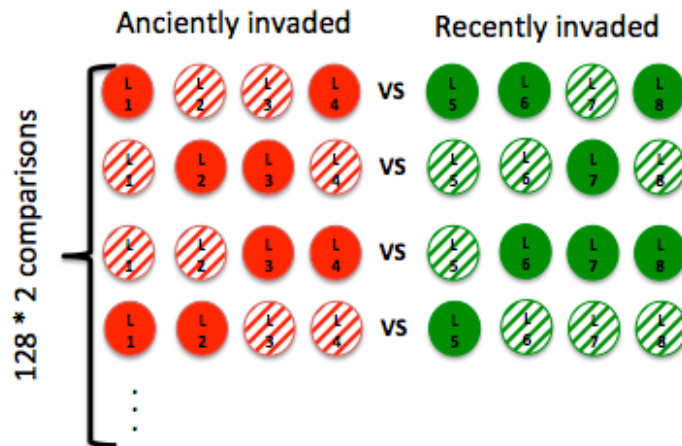

For example here, the first possibility (Line 1) is

Site1 Pool1, Site2 Pool2, Site3 Pool2, Site4 Pool 1 (anciently invaded) Versus Site5 Pool1, Site6 Pool 1, Site7 Pool2, Site8 Pool1 (recently invaded)

The complementary possibility (Line 2) is

Site1 Pool2, Site2 Pool1, Site3 Pool1, Site4 Pool 2 (anciently invaded) Versus Site5 Pool2, Site6 Pool2, Site7 Pool1, Site8 Pool2 (recently invaded)

Another possibility (Line 3) is

Site1 Pool2, Site2 Pool2, Site3 Pool1, Site4 Pool 1 (anciently invaded) Versus Site5 Pool2, Site6 Pool 1, Site7 Pool1, Site8 Pool1 (recently invaded)

The complementary possibility (Line 4) is

Site1 Pool1, Site2 Pool1, Site3 Pool2, Site4 Pool 2 (anciently invaded) Versus Site5 Pool1, Site6 Pool2, Site7 Pool2, Site8 Pool2 (recently invaded)

Etc...

#### *II- The 8vs8 approach*

It is based on the comparison of the eight pools describing the anciently invaded sites vs the eight pools describing the invaded sites.

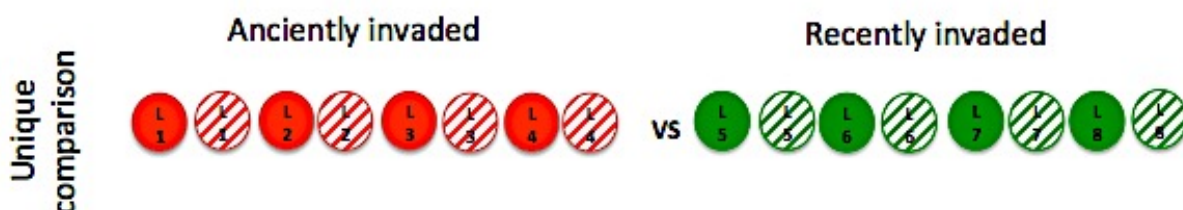

**Supplementary Figure S3.** Pairwise comparisons of the RLE-normalized total number of reads between libraries for a) the house mouse and b) the black rat. Da=Dagathie ; Mb=Mbakhana, Th=Thilene, Nd=Ndombo, Cr=Croisement Boube, Do=Dodel, Ae=Aere Lao, Lo=Lougue. Bad=Badi Nieriko, Bou=Boutougoufara, Diak=Diakene Wolof, Diat=Diattacounda, Ked=Kedougou, Mar=Marsassoum, Sou=Soutouta, Tob=Tobor.

a)

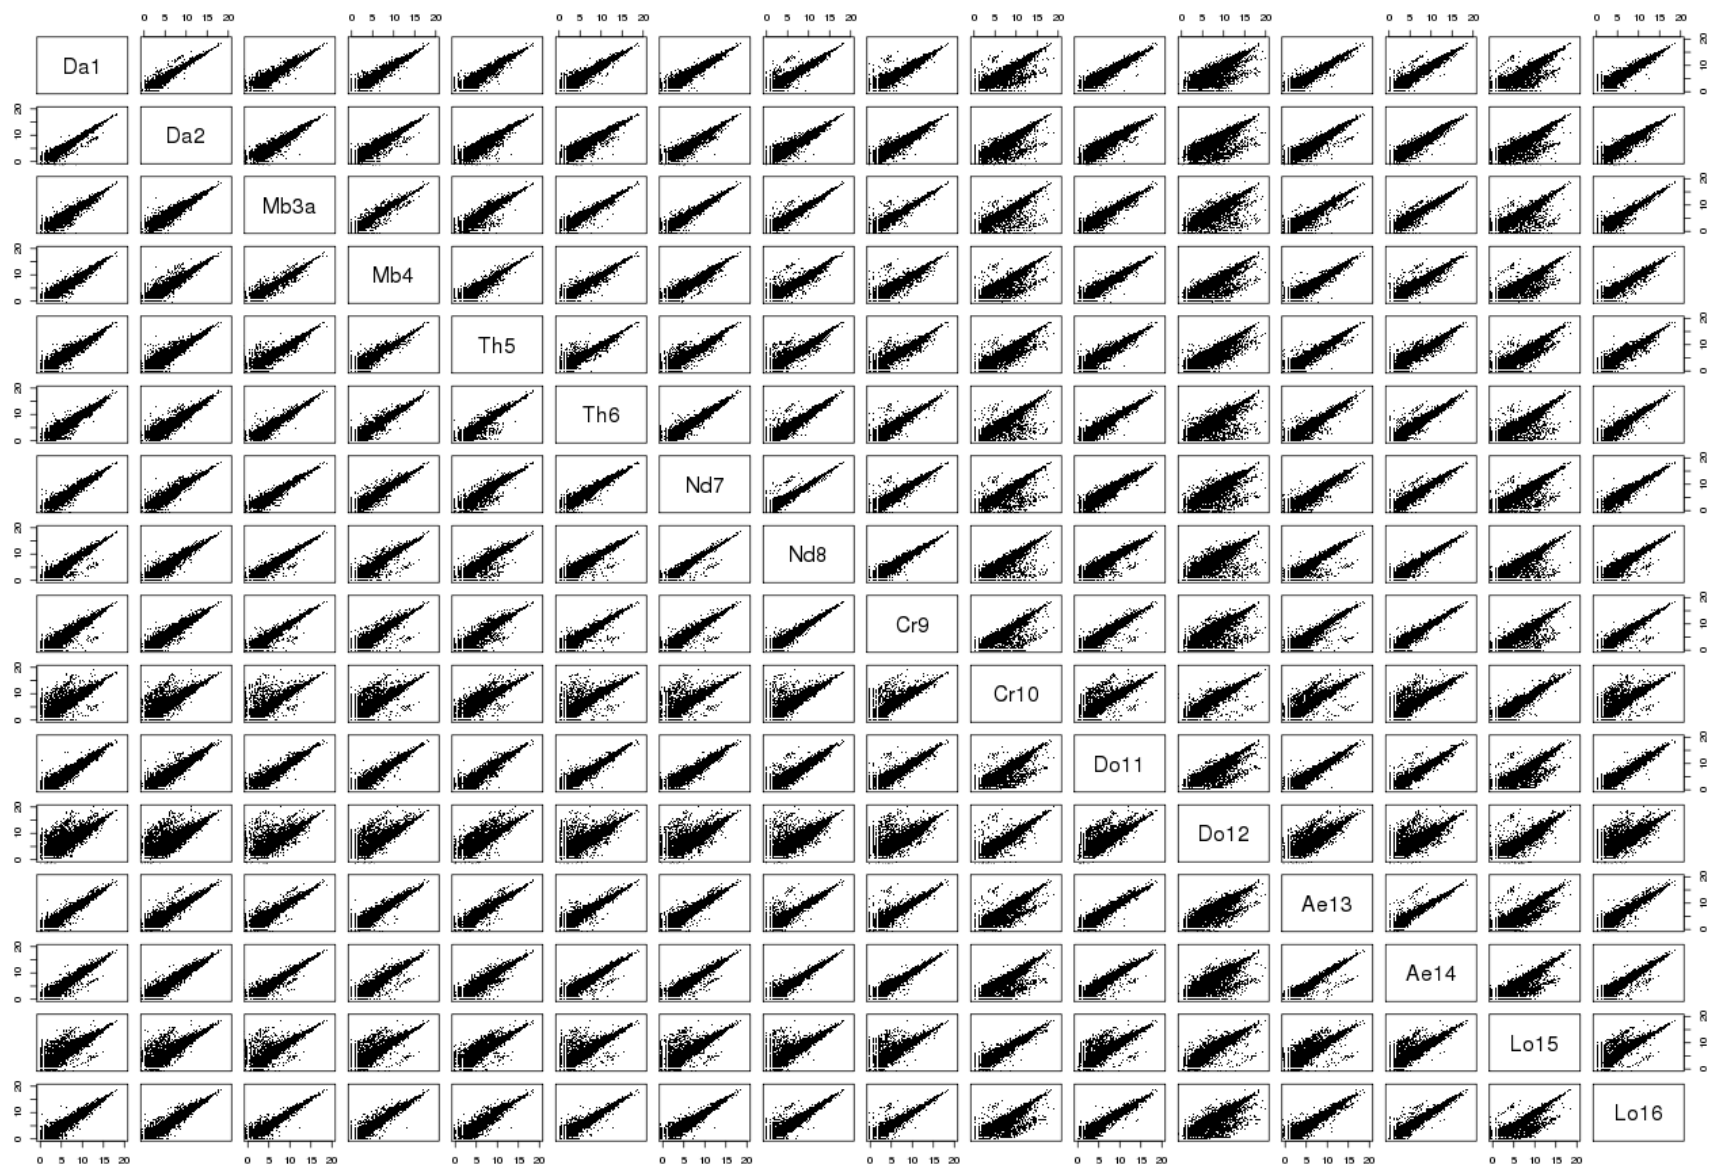

b)

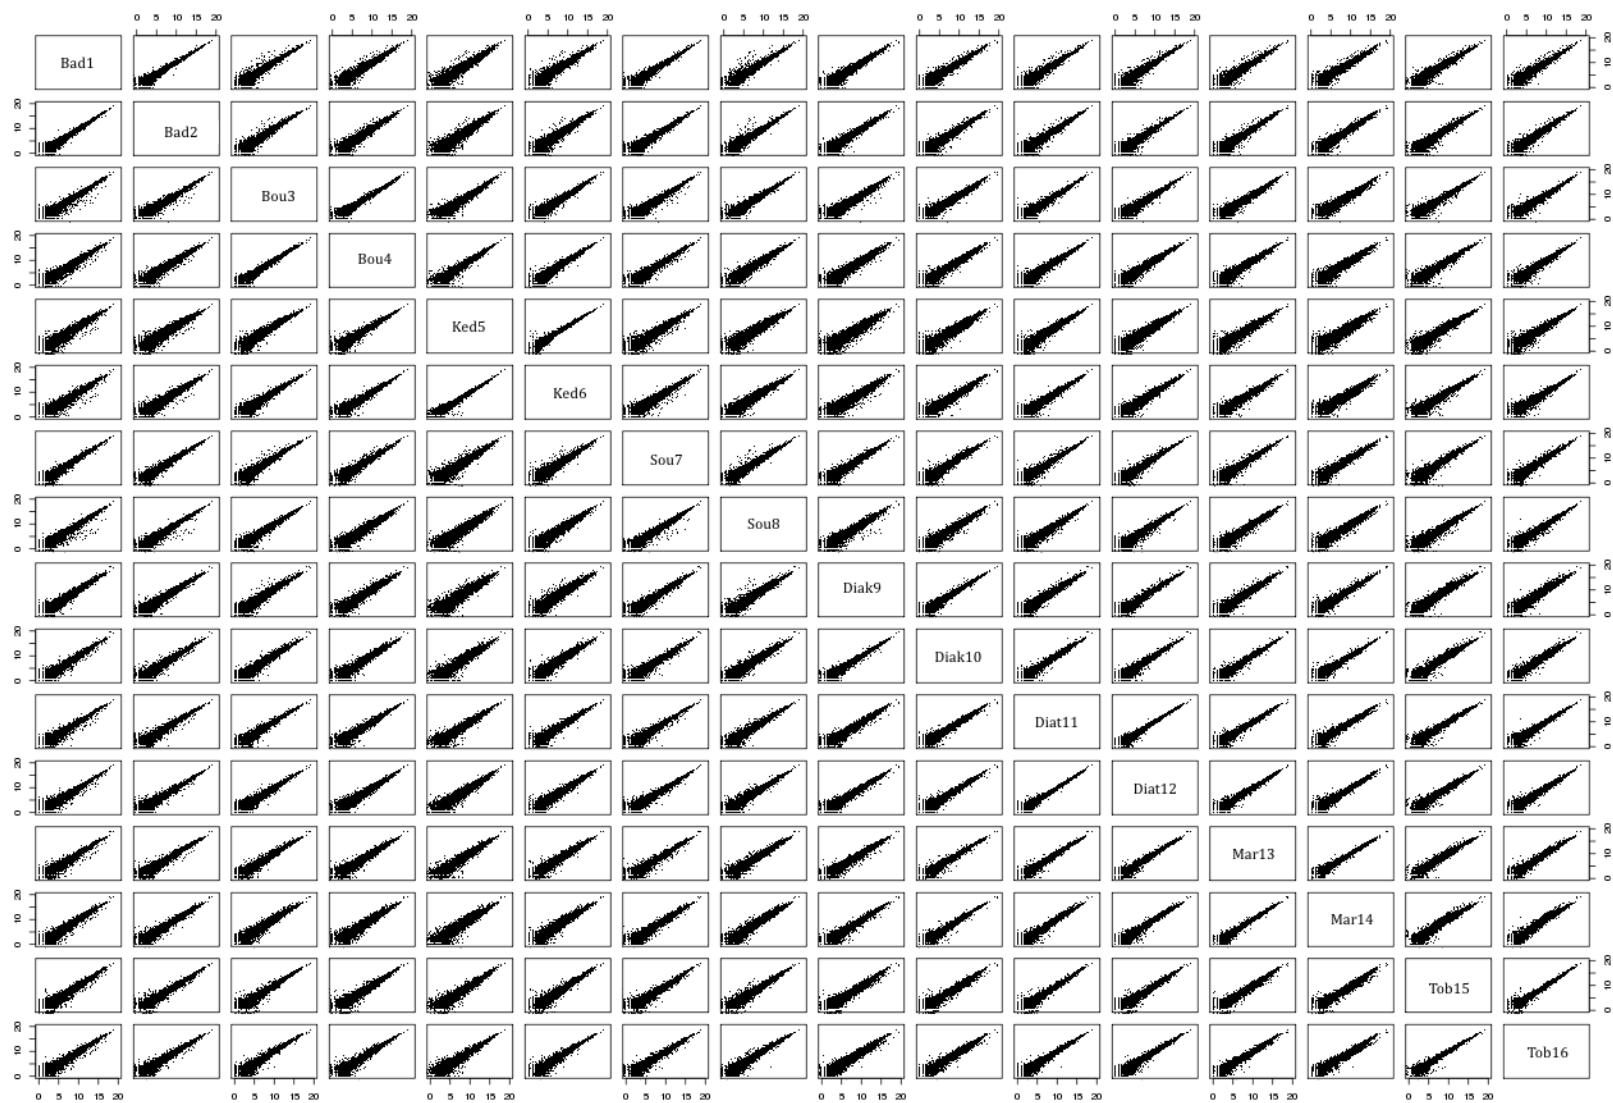

**Supplementary Figure S4.** TreeMap view of REVIGO Biological Process analyses for the house mouse differentially expressed (DE) robust genes. Each rectangle represents a single cluster. Large groups represent ‘superclusters’ of related gene ontology (GO) terms, and they are represented with different colours. The size of the rectangles reflects the frequency of the GO term in this set of DE genes.

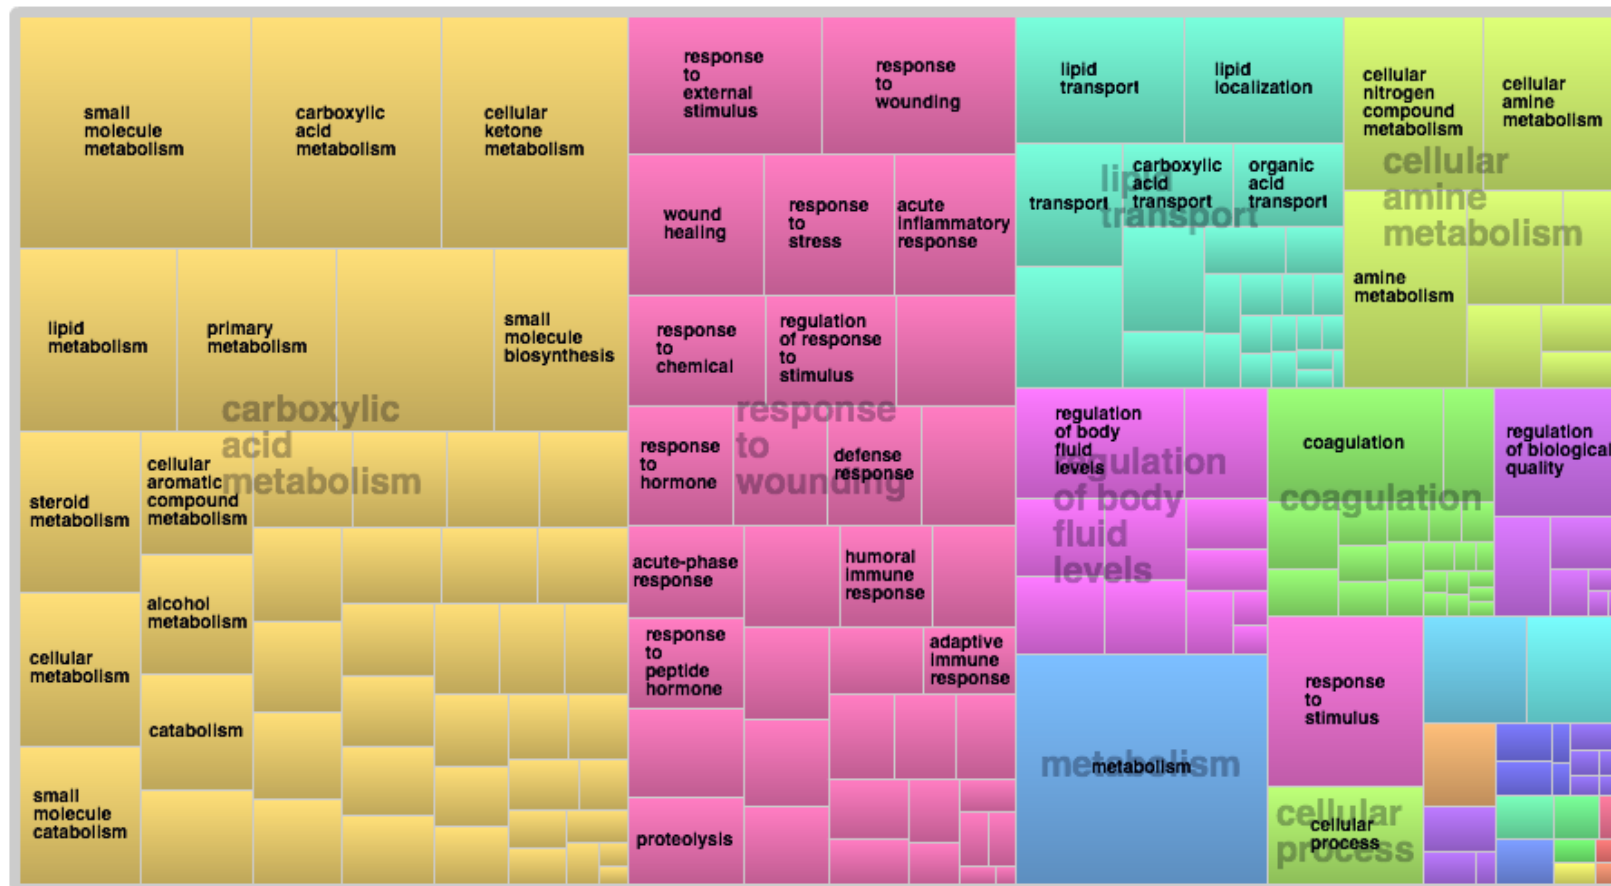

**Supplementary Figure S5.** Boxplot representing the level of differential expression (in log fold change (log FC)) for immune related and non immune related DE genes identified along the mouse invasion road.

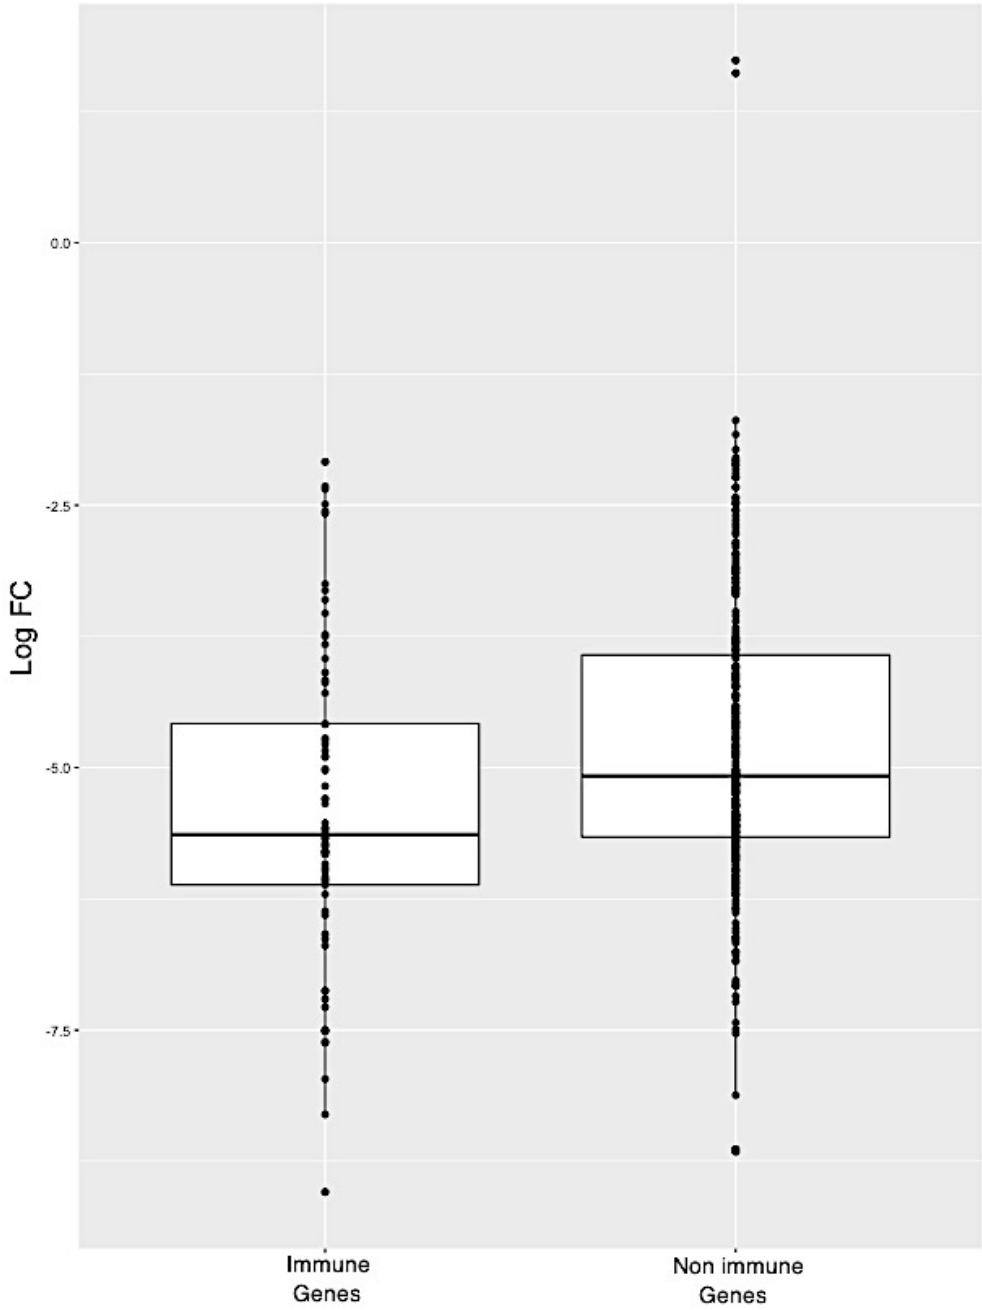

Color Key

a)

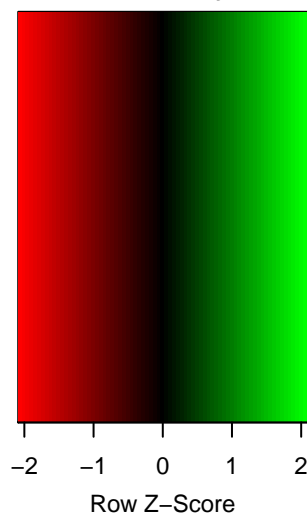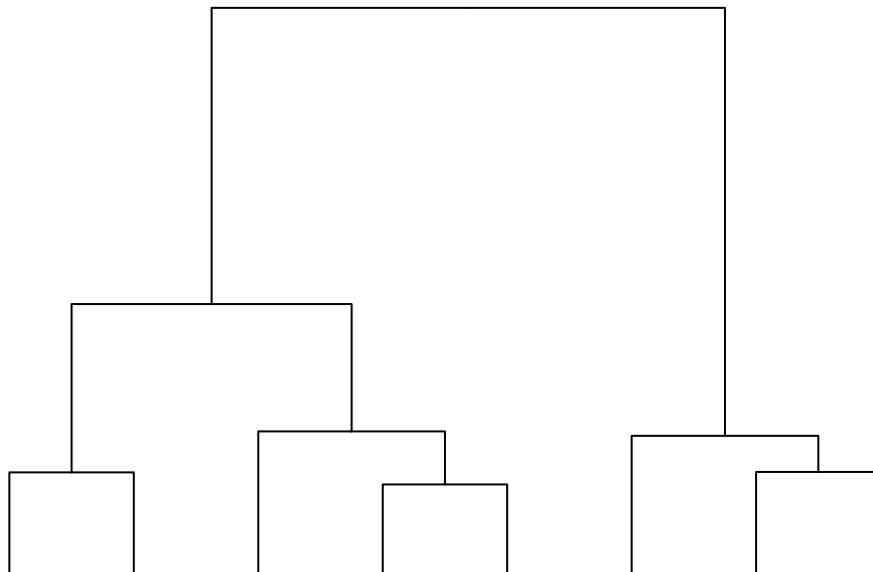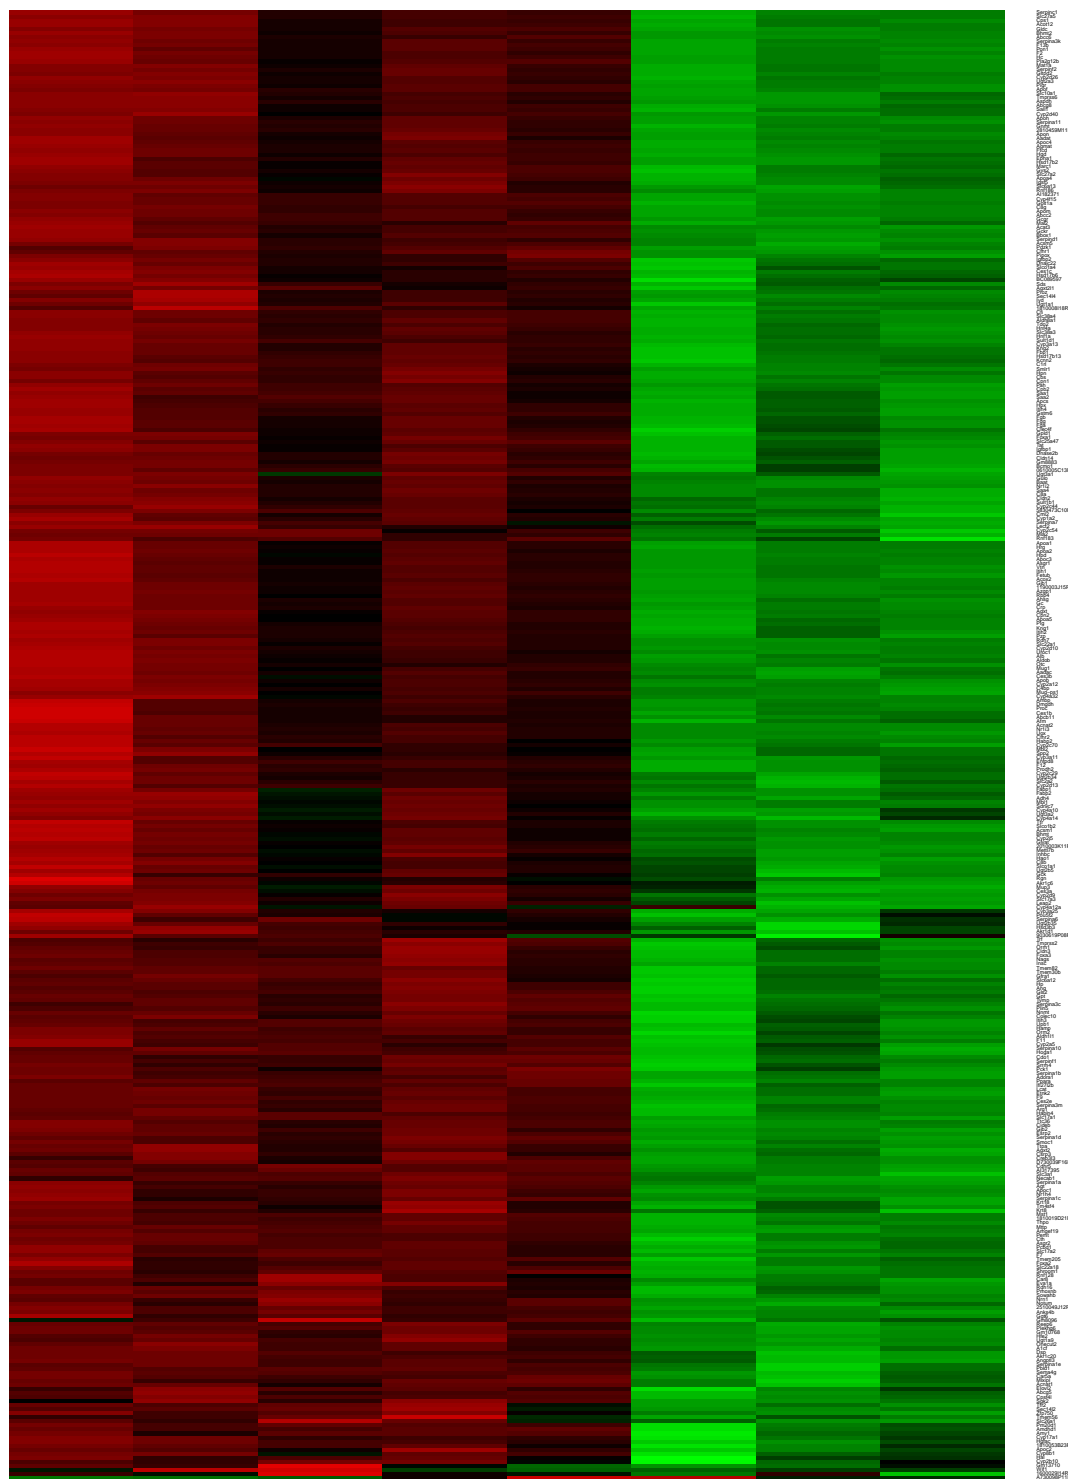

Ndombo

Mbakhana

Thilene

Dagathie

AereLao

Dodel

Lougue

CroisementBoube

b)

Color Key

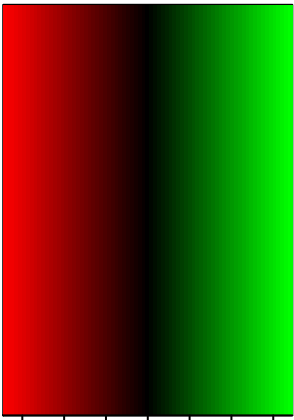

-1.5 -0.5 0.5 1.5  
Row Z-Score

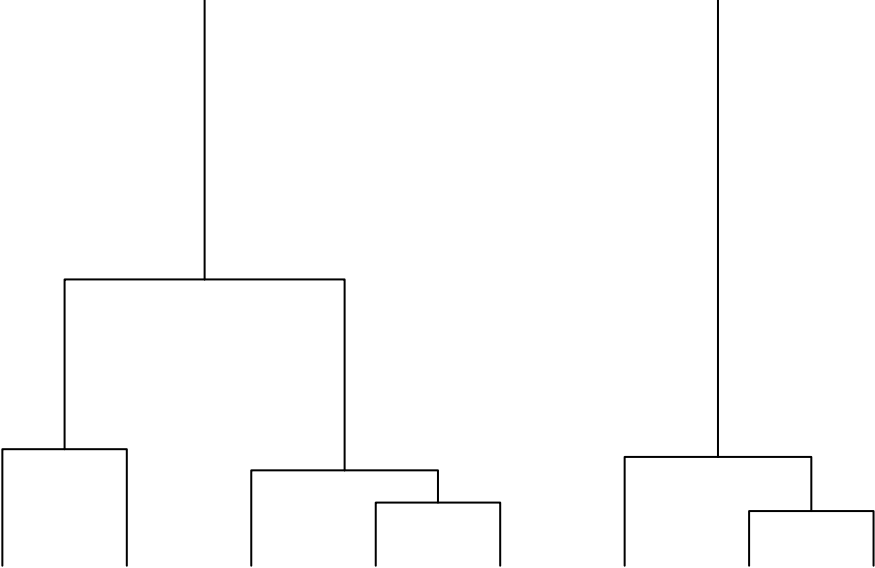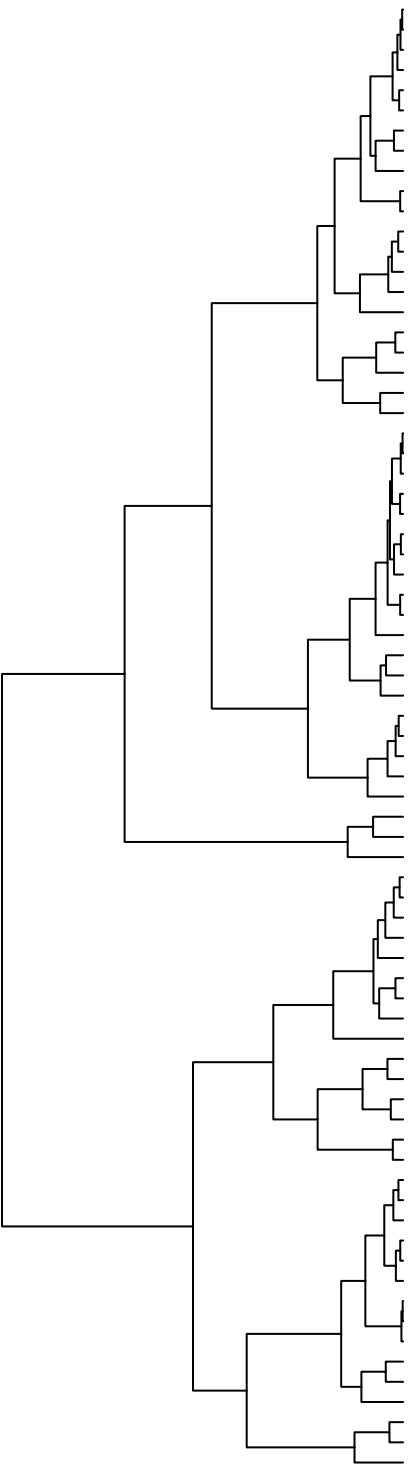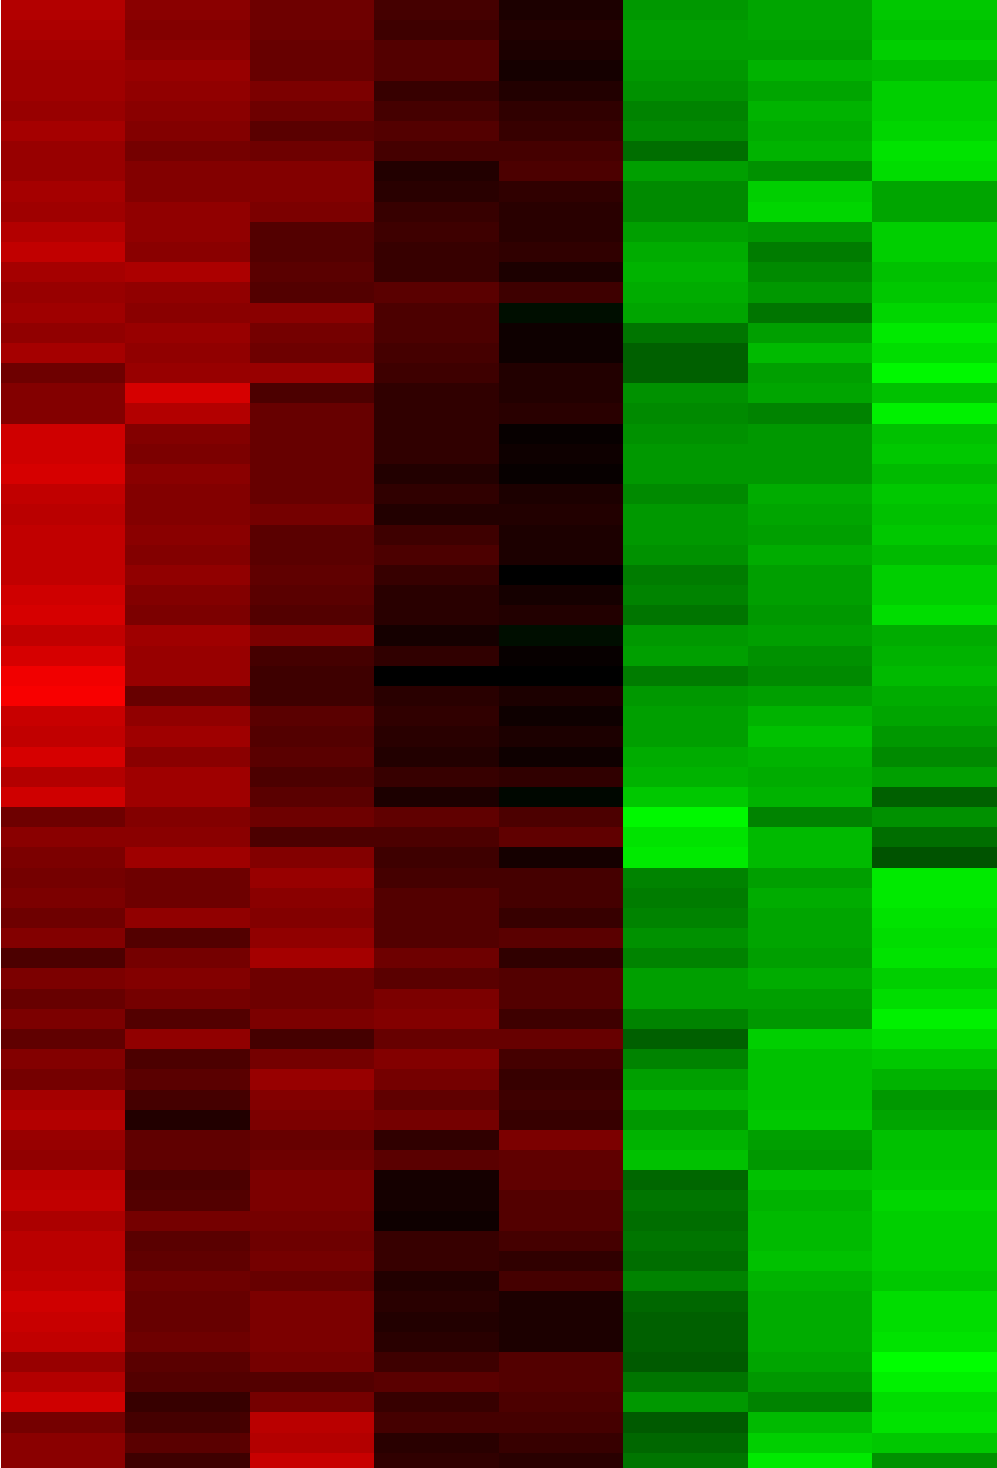

Serpina3k  
ApoA  
F13b  
Plg  
Serpinaf2  
Hnf4a  
Ctli  
Hamp  
C1rl  
Saa4  
C8a  
Serpinc1  
F12  
Tmprss6  
C8g  
Apoa4  
Gpld1  
Igfbp1  
Colec10  
Proz  
Ugt1a1  
Apoa1  
Hrg  
Apoa2  
Ahsg  
Crip  
F2  
Hc  
Apoa5  
Plg  
Kng1  
Mbl1  
Aldob  
Mbl2  
Proc  
Apob  
C4bp  
Slco1b2  
Serpind1  
C8b  
Serpina1e  
Dsp  
Leap2  
Hp  
Serpina3m  
Arg1  
Thpo  
Serpina3c  
F9  
Ppara  
Serpinaf1  
Serpina10  
Serpina1b  
Serpina1d  
Serpina1a  
Serpina1c  
F7  
Arhgef19  
Saa2  
Apcs  
Saa1  
Hpx  
Ilth4  
Cpb2  
Fgb  
Fgg  
Fga  
Orm2  
F11  
Foxa2  
Orm1  
Krt18  
Krt8

How the deposited data were processed for this re-analysis (not part of the article)

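RNA was extracted by the authors from the spleens of wild house mice and black rats trapped along an invasion route of each species in Senegal. RNA of the animals of a site was mixed into 2 pools per site, and each pool gave 1 library, so that 8 sites per species gave 16 libraries and both species 32. In each species 4 sites were anciently and 4 recently invaded. Every library was used, and no column with values per sample was left aside. The names of the mouse columns carry the site and a running number, and those of the rat columns a running number and the site, from which each library was matched to its site and category.

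To make the counts, the authors prepared TruSeq stranded mRNA libraries and sequenced single-end reads of 50 bases (mouse) or of 100 bases (rat). According to the processing notes deposited with the counts, bases were called with CASAVA 1.8.2 (mouse) or bcl2fastq 2.17 (rat). Reads were aligned with TopHat2 2.0.9 and Bowtie2 2.1.0 to mm10 (mouse), and with TopHat2 2.0.13 and Bowtie2 2.2.3 to rn4 (rat), with UCSC gene models. Alignments with more than 3 (mouse) or 9 (rat) mismatches were discarded. HTSeq 0.5.4p5 (mouse) or 0.6.1p1 (rat) counted reads per gene in union mode on the reverse strand. The rn4 assembly is that of Rattus norvegicus, so that reads of the black rat were aligned to another species. The deposited values were checked to be whole numbers with no scaling and no filter on low counts. They cover 23420 genes in the mouse, 3766 of them without a read in any pool, and 17075 in the rat, 2467 of them without a read. Individual reads were not examined, so that alignment, mismatch limits and reads shared between gene copies were taken as the authors left them.

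Totals of counted reads per pool were 25332344 to 37468990 at anciently and 28220889 to 36634259 at recently invaded sites of the mouse. In the rat they were 20635081 to 34370975 and 25538406 to 36430306. In a mouse pool of median depth at anciently invaded sites, a gene at 1 CPM rests on 32.6 reads, and sampling alone gives a spread of the order of the square root of that number. A gene without a read in a pool can hold up to 3 reads at the same depth, and differences between pools below that level were not read as differences.

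Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Library sizes were scaled by the RLE factors of edgeR, and genes with fewer than 10 reads in total over the pools compared were left out, which kept 17852 genes in the mouse and 13578 in the rat when all pools were used. Expression per pool is given as CPM on the scaled library sizes, and on the log2 scale with a prior count of 2. A log2 fold change is the mean of the recently invaded minus the mean of the anciently invaded sites. Its standard error was taken as its size divided by the square root of the F statistic. The p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05.

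In the '8vs8 approach' edgeR's quasi-likelihood test was fitted with 1 coefficient per site, as the paper states a generalised linear model with the factor site but does not name the test. In the '4vs4 approach' the same test compared the categories on 1 pool per site, in 100 of the 256 possible choices of pools (seed 20), and a gene left out by the filter in a draw counted as not called. Genes were called in combination if they passed the '8vs8 approach' and at least 85% of the draws. In limma the categories were compared on voom values with site as a random effect, using duplicateCorrelation in 2 passes. The paper names limma and duplicateCorrelation but not voom. As the site is the unit that carries the category, means of gene lists over the pools of a site were also compared by an exact permutation of the 8 sites (70 choices, smallest two-sided p 0.029).

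In place of GO terms and KEGG pathways, 40 lists written by hand were tested. They hold complement genes of hepatocytes and of leukocytes, coagulation, acute-phase, serpin, apolipoprotein, P450, glucuronosyltransferase, glutathione transferase, major urinary protein and hepatocyte metabolism genes, and markers of other liver cells, pancreas, fat, muscle, stomach and stroma. Others hold markers of spleen and blood cell types, interferon response, inflammatory cytokines, type 2 responses, Toll-like receptors, MHC class I, proliferation, immediate-early, heat shock, circadian, glucocorticoid, cAMP and Y-linked genes. A list of at least 3 tested genes was compared with the other genes by camera (correlation 0.01, and again estimated) and by Fisher's exact test of its genes among the '8vs8' genes, and its members were also adjusted over the list alone. Sizes of log2 fold changes were compared by permutation of ranks with 100000 resamples. The difference between the species in the change of each list was tested over the 4900 combinations of site labels permuted within each species.

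Genes named in the text follow a fixed rule, applied per species. It takes every gene that the results or discussion of the paper name by symbol or protein and, for the mouse, the genes of Table S1a. It also takes the 5 largest positive and the 5 largest negative log2 fold changes among genes called in the '8vs8 approach' with a mean log2 CPM of at least 2, the 2 members of each list with the highest mean CPM, and the 10 genes with the lowest p in limma. The tables and figures of the paper had been seen when the rule was written. The text names part of these genes. Cr10, Do12 and Lo15 were singled out after their values were seen, and so were the pancreatic gene Pnlip and the eosinophil genes of pool Cr9.

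Alternatives tried were TMM factors, filterByExpr, no filter beyond 1 read, at least 10 reads in every pool, edgeR's likelihood ratio test, DESeq2, no site factor, pools of a site summed, the RNA integrity number or the pool number as a covariate (mouse), an adjusted p under 0.01, a log2 fold change of at least 1 in size, draws shared at 50% or at 100%, limma-trend, list medians, and each pool or site left out in turn. Added after seeing the data were the removal of Cr10, Do12 and Lo15, and edgeR's exact test without a site factor. All 35 splits of the 8 sites into 4 and 4 were refitted for comparison.

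The whole analysis was tested on simulated data with the measured totals and 100 genes changed by 1 and 100 by 2 on the log2 scale. Without spread between sites, the '8vs8 approach' recovered 80% and 94% of them in the mouse and 96% and 100% in the rat, with 7 false calls of 181 and 12 of 208. With an SD of 0.3 on the log2 scale between sites it recovered 95% and 97% in the mouse and 100% of both in the rat, but with 1754 false calls of 1946 and 2778 of 2978. In that simulation limma recovered 53% and 92% in the mouse and 67% and 100% in the rat, with 9 false calls of 154 and 11 of 178. Genes called in each of 10 '4vs4' draws were 2% and 75% of those changed in the mouse and 40% and 100% in the rat, without a false call. In the same simulation edgeR's exact test without a site factor made 82 false calls of 255 in the mouse and 366 of 563 in the rat.

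Gene positions are given for the mouse in GRCm38. No black rat genome or annotation was at hand, so that rat genes carry no positions. The GO and KEGG databases were not used, as they were not at hand.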

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

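Of the tests in this part, the correlation of the pancreatic genes and the comparison of the species list by list were chosen only after the results were seen.

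Digestive enzyme genes of the pancreas, which the paper does not discuss, reached high levels in spleen pools of the house mouse: Ctrb1, which encodes a precursor of chymotrypsin, had 20889.5 CPM in pool Do12 of Dodel, 5018.9 in Ae13 of Aere Lao and 2.98 in the lowest pool, and the lipase gene Pnlip had 7183 CPM in Do12 and 2627 in Ae13. Against a change in single genes, the pancreatic acinar genes went up and down together: the median Pearson correlation of each of 32 genes with the mean of the others across the 16 pools was 0.991, with 30 of them over 0.8, and 0.031 for as many random genes, where pools are the replicates. Of the 32 genes 0 were called between the categories by edgeR's quasi-likelihood test (2 at an unadjusted p under 0.05, and 0 in limma), and no biological explanation was tested. Pancreatic tissue in some spleen pools is a candidate explanation that stays open, since the spleen lies next to the pancreas. Of the 32 genes, 30 had a mean of at least 1 CPM in the pools of anciently invaded sites and none is in another list, so that the spleen itself as a source is not excluded for each gene.

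In each species, mean log2 CPM of part of the lists was looked over for a single pool far from the other pools of its category. This was done in 56 groups, of which chance picks out about 1 in 20, and 2 were found. The gap between the farthest pool and the nearest one was set against the range of the category. Pools that are extreme together, such as Cr10, Do12 and Lo15 in the hepatic lists, cannot be picked out in this way. In the mouse pool Da2 of the anciently invaded site Dagathie, the leukocyte complement list had 5.36, against 5.60 in the nearest and 5.77 in the highest of the other 7 pools of its category. In pool Th5 of Thilene, the UDP glucuronosyltransferase list had -1.19, against -2.30 in the nearest and -3.15 in the lowest pool of its category.

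The skeletal muscle list changed differently in the 2 species, with a difference between recently and anciently invaded sites of -0.16 in the mouse and 0.27 in the rat. It was weakly expressed. Mean log2 CPM at anciently and recently invaded sites was -0.71 and -0.86 in the mouse and -0.39 and -0.11 in the rat. Of the 14 mouse genes, 9 had a mean under 1 CPM in the pools of anciently invaded sites. The difference between the species was -0.43 (permutation of site labels within each species, 4900 combinations, p = 0.0012, adjusted p = 0.044 over 36 lists), while edgeR called 2 of 14 genes higher and 2 lower in the mouse and 0 of 10 in the rat, and no explanation was tested. Without Cr10, Do12 and Lo15, a comparison chosen after the results were seen, the difference in the mouse was 0.0034.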

How the results depend on the processing

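Of the tests in this part, edgeR's exact test without a site factor and every comparison without Cr10, Do12 and Lo15 were chosen only after the results were seen.

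Over the named genes and lists, a value held if its side of the threshold stayed and, where it had passed, its direction. Direction was not compared for values that had not passed, such as Ctrb1, with log2 fold changes of -2.33 to 2.33 over settings. Under the other planned settings 620 values held, 99 no longer passed, 8 newly passed and 0 reversed. With 1 pool left out the numbers were 2091, 156, 9 and 0, with 1 site left out 440, 78, 8 and 2, and under the settings added later 123, 51, 0 and 3. Of the counts of genes and lists above 0 and the tests of size, 18 held under other planned settings. With a pool left out 33 held, with a site left out 9 and under added settings 4, while 14, 15, 7 and 9 of all counts moved further. A count held if it stayed within 1.5 times, and a test of size if its direction and side of the threshold stayed. Without Cr10, Do12 and Lo15 the difference of the immune lists from the other DE genes kept both but fell from 5.00 to 0.14. Another 21, 112, 0 and 5 were 0 in both fits, which says nothing of stability. Within 1.5 times were the '8vs8' counts with TMM factors (4561 in the mouse, 1442 in the rat), filterByExpr (4827, 1502), no filter (4309, 1550), 10 reads in every pool (4612, 1375) and DESeq2 (5536, 1993). That 0 lists passed the exact permutation test of site means in each species is bound by the design: 10 and 2 lists had the smallest p it allows (0.029), and 23 of 39 and 21 of 36 would have to reach it for an adjusted p under 0.05.

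The likelihood ratio test of edgeR gave 2777 '8vs8' genes in the mouse, not 4596, of which 2482 were the same genes. In the rat it gave 8 genes in every '4vs4' draw and 11 in combination, where the quasi-likelihood test gave 0 and 0. The cause was not tested. Without the site factor the '8vs8' counts of the quasi-likelihood test were 0 in the mouse (4249 at an unadjusted p under 0.05) and 79 in the rat. With the pools of a site summed they were 0 (2161) and 1. By construction the spread between the sites of a category enters these tests. An adjusted p under 0.01 kept 1530 and 544 genes and a log2 fold change of at least 1 in size 541 and 171, as stricter thresholds keep fewer genes. With the exact test of edgeR, 781 mouse and 329 rat genes were called over all pools, 3 and 13 in combination, and 8 rat genes in every '4vs4' draw. Without Cr10, Do12 and Lo15 it called 49 mouse genes over all other pools, 1 in every draw and 1 in combination, and the log2 fold change of Serpina3k was -0.19. The cause was not tested. In the quasi-likelihood test without these 3 pools, the log2 fold changes of C8a and Ugt2b34, 5.21 and 4.75 with them, were -0.35 and -0.67, and camera called 12 lists, not 20. These values come from the other 13 pools by construction. With an estimated correlation camera called 0 lists in each species, not 20 and 13 (0 and 3 lists at an unadjusted p under 0.05). With filterByExpr as background, 4 lists passed Fisher's exact test in the rat, not 7. The cause was not tested for either. With the sign kept, the median log2 fold change of the mouse was 0.39 above that of the rat, whereas the sizes differed by -0.14, as falling genes count against rising ones.

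With 1 site or pool left out, the '8vs8' count of the mouse ranged from 1333 (without Dodel) to 5694 (without Thilene), with 1549 without Dagathie, 1761 without Ndombo, 2664 without Da2, 2740 without Th5, 2938 without Nd7, 2974 without Mb3 and 3052 without Mb4. That of the rat ranged from 509 (without Diakene Wolof) to 2246 (without Soutouta), with 659 without Kedougou, 902 without Boutougoufara, and 867, 897, 910 and 966 without RATCB5ked, RATCB12diat, RATCB14mar and RATCB9diak. The number of rat genes in limma was 4 without RATCB7sou, RATCB9diak or RATCB10diak, 5 without RATCB4bou, RATCB14mar or RATCB16tob, and 11 without RATCB6ked. The log2 fold change of C1qa ranged from -0.072 (without Dodel) to 0.39 (without Croisement Boube), and that of C1qb from -0.030 to 0.38 without the same sites. The cause was not tested.

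Depth kept 17852 of 23420 mouse and 13578 of 17075 rat genes with at least 10 reads in total, so that nothing is known of the genes below. The sample titles of the mouse number the pools of each site 1 and 2, and its columns carry running numbers. Pool sizes tie the 2 at 3 of the 8 sites (Dagathie, Dodel, Lougue), in column order, and that order was assumed at the others. Pools with the same number did not deviate together from their site means: over 28 pairs of sites the Pearson correlation ran from -0.74 to 0.78, with 8 over 0.1, and 10 of 16 pools correlated best with a pool of their own number. They share only a number. With it as a replicate block, edgeR called 3841 '8vs8' genes, not 4596, and the adjusted p of C8a, Ugt2b34 and Cidec rose to 0.051, 0.053 and 0.054. The titles of the rat run from 1 to 16, without a shared number. Enrichment among the genes called in combination by the quasi-likelihood test, and the tests of size and of immune lists on those genes, gave no value. That set was empty, and the '8vs8' genes were used. Draws were limited to 100 of the 256 choices of pools.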

Differences from the paper's values

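Of the tests in this part, edgeR's exact test and the comparisons without Cr10, Do12 and Lo15 were chosen only after the results were seen.

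The paper's mean number of reads per library is 51.6 M, and the mean number of counted reads over the 32 libraries was 30.6 M (SD 3.97). The value here counts the reads assigned to genes, and no alternative was run for it.

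For the house mouse the paper's '8vs8 approach' gives 593 genes and the quasi-likelihood test of edgeR 4596 (7107 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, a log2 fold change of at least 1 in size gave 541, within 1.5 times of the paper's value. The likelihood ratio test (2777), TMM factors (4561), filterByExpr (4827), no filter (4309), 10 reads in every pool (4612), DESeq2 (5536), no site factor (0), summed pools (0), the RNA integrity number (4520), the replicate block (3841), an adjusted p under 0.01 (1530) and each pool or site left out (1333 to 5694) were not. The exact test of edgeR without a site factor, chosen after seeing the values, gave 781 and was within 1.5 times, with 13 of the 18 genes of the paper's Table S1a among them, so that it drops 5. The quasi-likelihood test called 8 of these 18 genes and the likelihood ratio test 12. For the black rat the paper gives 268 genes and the quasi-likelihood test 1469. None of the alternatives set before the data were examined came within 1.5 times: the likelihood ratio test gave 1948, TMM factors 1442, filterByExpr 1502, no filter 1550, 10 reads in every pool 1375, DESeq2 1993, no site factor 79, summed pools 1, an adjusted p under 0.01 544, a log2 fold change of at least 1 in size 171, and each pool or site left out 509 to 2246. The exact test of edgeR, chosen after seeing the values, gave 329 and was within 1.5 times, with 79 of the 83 genes of Table S2b and 49 of the 54 of Table S2a, so that it drops 4 and 5. The quasi-likelihood test called 83 and 51 of these genes, and the likelihood ratio test 83 and 53.

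In every '4vs4' comparison the paper finds 18 genes in the mouse and 54 in the rat, and the quasi-likelihood test of edgeR found 0 and 0 (a median of 1550.5 and 916.5 per draw at an unadjusted p under 0.05). With the likelihood ratio test the numbers were 0 and 8, with TMM factors 0 and 0, with filterByExpr 0 and 0, and with each pool left out 0 and 0, so that none of the alternatives set before the data were examined came near. The exact test gave 0 and 8, and 1 in the mouse without Cr10, Do12 and Lo15. The 8 rat genes of either test are all in the paper's Table S2a. For genes of the '8vs8 approach' found in at least 85% of the '4vs4' comparisons the paper gives 364 in the mouse and 83 in the rat, and the quasi-likelihood test gave 0 and 0. The likelihood ratio test gave 0 and 11, and TMM factors, filterByExpr, 50% of the draws, every draw and each pool left out gave 0 and 0. The exact test gave 3 and 13, and 1 in the mouse without the 3 pools, with 12 of the 13 rat genes in Table S2b. The 3 mouse genes were Rnf183, Saa1 and Serpina7. The paper found 12 genes of the black rat with site as a random effect, 11 of them also in 85% of the '4vs4' comparisons. Here the quasi-likelihood test found 0 of 8. The likelihood ratio test gave 7 of 8, TMM factors and filterByExpr 0 each, and the exact test 6 of 8. None of these counts came within 1.5 times of 11, but they are counts out of 8 genes and the paper's is out of 12.

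The paper's highest LogFC of the mouse genes is 2.34, and the value here was 3.89 (standard error 1.13, for Hepacam), in the paper's direction of anciently minus recently invaded sites. Of the alternatives set before the data were examined, 10 reads in every pool (2.32), DESeq2 (2.71) and an adjusted p under 0.01 (2.46) came within their standard error of the paper's value. The likelihood ratio test (4.05), TMM factors (3.90), filterByExpr (3.45), no filter (3.89), the RNA integrity number (3.67), the replicate block (3.66), a log2 fold change of at least 1 in size (3.89) and each pool or site left out (3.38 to 4.81) did not. Without Cr10, Do12 and Lo15 it was 4.07, and with the exact test 6.92. The paper's values cover the genes found in both approaches, and those here all genes of the '8vs8 approach', a wider set. For the rat the lowest and highest LogFC of the paper matched those here only as recently minus anciently invaded sites, at -5.77 and 4.50, whereas the legend of Fig. 2 gives the opposite direction, in which they were -4.50 and 5.77.

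For the size of log2 fold changes the paper's p is 0.01, with higher values in the mouse, and the permutation test gave p = 1e-05 (the smallest it can give) with a median size of 0.29 in the mouse and 0.43 in the rat, the opposite order. These values cover the 4596 and 1469 genes of the '8vs8 approach', sets wider than the paper's 364 and 83. Of the alternatives, the likelihood ratio test of edgeR, set before the data were examined, gave medians of 0.48 and 0.43, and the exact test, chosen after seeing the values, 3.74 and 0.96, both in the paper's order, so that the order depends on the test that picks the genes. The difference was not tested for these 2 sets. With the sign kept, another alternative set before the data were examined, p was again 1e-05 in the permutation test, with medians of 0.11 in the mouse and -0.27 in the rat. For the sizes without Cr10, Do12 and Lo15, p was also 1e-05 in the permutation test, with medians of 0.29 and 0.43. The exact test without these pools gave a median of 1.18 in the mouse.

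The paper's text has Ptprz1 higher and Rnase6 lower at the sites recently invaded by the black rat. The log2 fold changes were -5.77 for Ptprz1 and 0.97 for Rnase6, while for Tac3, Scn4b and Gstt3 they were 2.07, 1.55 and 3.98.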

Other observations

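Of the tests in this part, the other splits of the sites, the comparison of draws by the number of pools Cr10, Do12 and Lo15 they hold, and all values without these pools were chosen only after the results were seen.

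Hepatic genes of the house mouse were higher at recently invaded sites, mainly in the pools Cr10, Do12 and Lo15. Within Croisement Boube, Dodel and Lougue, the pools of a site differed in the coagulation list by at least 5.68 on the log2 scale. This was more than the 3.12 between the categories and argues against an immune response of the whole site there. At Aere Lao, the other recently invaded site, the pools differed by 1.40. Also against such a response, the lists of leukocyte complement, inflammatory cytokines and interferon response had median increments of at most 0.39 in size over Cr10, Do12 and Lo15. Liver tissue in some spleen pools may explain the pattern, since genes of hepatocyte metabolism without an immune role rose in these pools by 0.15 more at the median than coagulation genes, which rose more than complement genes, and Alb reached 34399.6 CPM in Do12, 17555 in Cr10 and 12053 in Lo15 (of 25 coagulation, 24 complement and 42 metabolism genes, 14, 14 and 22 had a mean of at least 1 CPM in the pools of anciently invaded sites, and 1, 0 and 1 are in another list). One liver profile mixed in different amounts and more than one profile cannot be told apart, as the lowest Pearson correlation between pools of the increments of 196 hepatic genes was 0.758, between the bounds set for it. A response of the liver genes in some animals of a pool, and an influence of the invasion category on them, stay open and untested.

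With 1 pool per site, the number of mouse genes called by edgeR's exact test went with the number of these 3 pools in the draw. The median was 5 genes in 11 draws without any of them, 241.5 in 34 draws with 1, 532 in 37 draws with 2 and 819 in 18 draws with all 3. The likelihood ratio test of edgeR gave 4, 1.5, 307 and 764.5 for the same draws.

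Each count was also taken for all 35 splits of the 8 sites into 4 and 4, the real one included, with 2 draws per split in the '4vs4' approach. Where the real count was 0, every split is as large by construction, so that these counts say nothing about chance. For the other counts chance can be excluded for none. In the mouse, 8 splits called as many '8vs8' genes as the real one (4596), with up to 6805 for Dagathie, Mbakhana, Ndombo and Aere Lao against the others. For the genes in every '4vs4' draw and in combination the real value and the highest other were 0, in 35 of 35 splits each. In limma the real value was 0 and the highest other 1602, so that another split called more genes than the invasion category. What that split reflects was not tested. For the set test 9 splits reached the real 20 lists (highest other 22), and for lists that passed Fisher's exact test, called more or less often, 4 reached 12 (highest other 14). In the rat, 5 splits reached 1469 '8vs8' genes (highest other 2599), 35 reached 0 in every '4vs4' draw and 35 reached 0 in combination (highest other 0 for both). In limma 2 reached 8 genes (highest other 326). In the set test 16 reached 13 lists (highest other 18), and in Fisher's exact test 3 reached 7 (highest other 8).

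Of the lists of neighbouring tissues in the mouse, 6 of 15 adipocyte genes fell and none rose (7 when adjusted over the list alone, median log2 fold change -0.80, adjusted p = 0.0020 in camera and 0.626 with an estimated correlation), and 7 fell without Cr10, Do12 and Lo15. Of 16 genes of liver cells other than hepatocytes 3 rose, of 14 skeletal muscle genes 2 rose and 2 fell, of 14 stroma and mesothelium genes 2 rose, and of 5 Y-linked genes 2 fell. None of 5 stomach and 6 pancreatic endocrine genes was called by edgeR's quasi-likelihood test (0 and 0 at an unadjusted p under 0.05). In the rat 1 of 13 adipocyte and 1 of 27 pancreatic acinar genes fell, 1 rose and 1 fell among 12 genes of other liver cells and among 12 stroma and mesothelium genes, and none of 10 skeletal muscle and 3 stomach genes was called.

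Genes of eosinophils were most abundant in 1 pool of the mouse. Prg2 had 1278 CPM in Cr9 and Epx 293.9 CPM, while in the other pools Prg2 had 75.9 to 404.9 CPM and Epx 7.74 to 70.01 CPM. No explanation was tested.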
